# Differential transcriptome dynamics during the onset of conceptus elongation and between female and male porcine embryos

**DOI:** 10.1186/s12864-019-6044-z

**Published:** 2019-08-28

**Authors:** Shuqin Zeng, Jochen Bick, David Kradolfer, Johannes Knubben, Veronika L. Flöter, Stefan Bauersachs, Susanne E. Ulbrich

**Keywords:** Pig, Embryo, X-linked gene, Transcriptomics, Preimplantation, RNA-Seq

## Abstract

**Background:**

Porcine embryos undergo rapid differentiation and expansion between Days 8 and 12 before attaching to the maternal uterine epithelial surface after Day 13. It is known that maternal recognition of pregnancy and successful implantation are driven by mutual interactions between the elongated conceptus and the maternal endometrium. While most of the genes involved in regulation of embryo development are located on autosomal chromosomes, gene expression on sex chromosomes is modulating development through sex-specific transcription. To gain more insights into the dynamic transcriptome of preimplantation embryos at the onset of elongation and into X-linked gene expression, RNA-seq analyses were performed for single female and male porcine embryos collected on Days 8, 10, and 12 of pregnancy.

**Results:**

A high number of genes were differentially expressed across the developmental stages (2174 and 3275 for Days 8 vs 10, and 10 vs 12, respectively). The majority of differentially expressed genes (DEGs) were involved in embryo elongation, development, and embryo-maternal interaction. Interestingly, a number of DEGs was found with respect to embryo sex (137, 37, and 56 on Days 8, 10 and 12, respectively). At Day 8, most of these DEGs were X-linked (96). Strikingly, the number of DEGs encoded on the X chromosome dramatically decreased from Day 10 to Day 12.

**Conclusions:**

The obtained results deepen the understanding about temporary transcriptomic changes in porcine embryos during the phase of conceptus elongation, meanwhile reveal dynamic compensation of X chromosome in the female and distinct transcriptional differences between female and male embryos.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-019-6044-z) contains supplementary material, which is available to authorized users.

## Background

Porcine embryos undergo a morphological transformation before attaching to the uterine surface, which is supposed to maximize the intimate embryo-maternal communication. This is essential for maternal recognition of pregnancy and proper embryonic development during the preimplantation period, and thus a prerequisite for a successful pregnancy [1]. The transformation of morphology is likewise essential for embryo survival as the increased contact surface area improves the nutrient exchange between the conceptus and the uterus [2]. Embryos in the morula stage are transported into the anterior tips of the uterine horns around 60–72 h after estrus, thereafter developing into blastocysts until Day 5 of pregnancy. The blastocysts start hatching around Day 8 [3]. After hatching, porcine embryos continue to grow and form a sphere of around 2 to 6 mm in diameter on Day 10. Finally, the spherical blastocysts are transformed to tubular and then a long and thin filament approximately 100–150 mm in length on Day 12 of pregnancy [4]. Unlike the ruminant trophoblast-growth-driven elongation, the elongation from spherical to filamentous form of the pig conceptus is mainly contributed by comprehensive cellular migration and reorganization [5, 6].

Along with embryo elongation, estrogens secreted from the conceptuses on Days 11 and 12 initiate the most pronounced phase of maternal recognition of pregnancy [7, 8]. A number of genes from the uterine epithelium mediating cell growth, adhesion, transcription, transport, as well as prostaglandins, amino acids, and glucose synthesis are stimulated by estrogens [8, 9]. Besides, the cellular signaling pathways and their corresponding receptors located in the conceptuses were found to play a role in modulating cell proliferation, movement, adhesion, and trophectoderm cells survival during preimplantation and implantation periods [3]. The developing conceptus also contributes to the accumulation of prostaglandin F2α (PGF) and prostaglandin E_2_ (PGE) in the uterine luminal content [5, 10, 11]. According to previous studies, porcine conceptus interleukin one beta (*IL1B*) mRNA and protein abundance is increasing during the transformation from the tubular to the filamentous stage, reaching a maximum at the highly elongating period [12]. It is known that IL1B binds to a large number of receptors and its antagonists, together with an accessory protein, thereby regulating innate immunity and inflammation [13, 14]. Furthermore, interleukin 1 receptor (IL1R1) in the endometrium activated by conceptus IL1B2 triggers a cellular signaling pathway cascade through extracellular signal-regulated kinase 1/2 (ERK1/2), mitogen activated kinase-like protein (MAPK) [15] and nuclear factors kappa-B (NFKB) [16]. Then, the NFKB activation mediates numerous biological networks including cytokines, chemokines, and prostaglandin-endoperoxide synthase 2 (*PTGS2*) expression [17]. However, the dynamic changes of gene expression during the preimplantation period in the conceptus are still poorly understood.

Genes located on the sex chromosomes can modulate the genome machinery resulting in differences in the development of female and male embryos. However, the sole determinant in phenotypic differences is different chromosome dosages during embryo preimplantation development [18]. In females, most genes on one X chromosome are silenced because of X-chromosome inactivation (XCI) during early development [19]. As the model of dosage compensation during preimplantation development is proved by previous studies, a reversible dynamic X inactivation may cause X-linked gene up-regulation in female embryos [20]. The molecular events that cause differences between male and female embryos were observed in in vitro culture experiments including embryo developmental speed, blastocyst cell number, and metabolism [21]. In a global gene expression study of bovine Day 7 embryos, 193 X-linked transcripts were upregulated in female compared to male embryos, suggesting that XCI is partially achieved at the blastocyst stage [21]. To date, this is not clear in porcine embryos.

Considering the limited knowledge in pigs in terms of transcriptome changes of preimplantation embryos during the onset of elongation and respective differences between female and male embryos, this study was designed to analyze global gene expression in individual porcine embryos during the preimplantation period (Day 8, 10, and 12 of pregnancy) with the aims of (i) characterizing the dynamics of gene expression profiles and the involved functions and thereby (ii) investigating X-linked gene expression between female and male embryos.

## Results

### RNA sequencing of porcine embryo samples

At least two embryos (one female and one male) were selected from the same sow in each stage and they were mixed within the same treatment. The embryos size collected on Days 10 and 12 ranged from 2.2 to 3 mm, and from 45 to 200 mm, respectively. RNA-seq libraries were prepared from 30 individual embryos (5 female and 5 male embryos each on Days 8, 10, and 12). 

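Each library was made from the mRNA of one whole embryo, with embryonic disc and trophectoderm, and sequenced as single-end reads. The deposited tables hold the number of reads counted on each gene, listed by NCBI gene identifier, without normalization. The authors trimmed the reads, removed bases from the 5′ end, mapped the reads to the Sus scrofa genome with its NCBI annotation and removed genes under a CPM cutoff (read counts scaled to library size). The paper's text does not name the counting tool or the value of the cutoff. One table holds 13103 genes in all 30 embryos. Separate tables hold 11405, 11675 and 12220 genes for the 10 embryos of Day 8, Day 10 and Day 12. The counts of every gene that a day's table shares with the table of all embryos were identical in both. No table names the gilt that an embryo came from, so embryos of one litter could not be told from embryos of different gilts, although littermates are not independent of each other. The paper used sperm of a single boar for all gilts, so embryos of different gilts share a sire. Comparisons between days used the table of all embryos, and comparisons between sexes used the table of the day. Counts were normalized with edgeR's TMM factors, and differentially expressed genes (DEG) were called with edgeR's quasi-likelihood F test and Benjamini-Hochberg adjustment. Levels are given as TMM-normalized CPM, as mean ± SD over the 10 embryos of a day or the 5 embryos of a day and sex.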

The number of raw reads (100-bp single-end reads) ranged from 19 to 41 million per sample. 

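In the deposited table of all embryos, the counts assigned to genes ranged from 6068212 to 34002508 per embryo, and the values here rest on these counts and not on the raw reads. On Day 8, the totals of the 5 female embryos ran from 14976492 to 30398820 with a median of 18313938, and those of the 5 male embryos from 14882265 to 33799980 with a median of 24829315. Female embryos of Day 10 had totals from 19773328 to 24232169 with a median of 22003433, and male embryos from 22111364 to 32476637 with a median of 24615765. The widest range was among the female embryos of Day 12, from 6068212 to 30091180 with a median of 16904603, against 19257905 to 34002508 with a median of 23128838 in the male embryos. The smallest library was that of Day 12 female d12_f_245. In that library a gene without a count may still be present at up to 0.434 CPM, the level that 3 counts give. These limits cover counting error alone. The 10 genes with the most counts held between 7.10% and 12.3% of the counts of an embryo. Pairs of embryos of the same day and sex differed by more than counting error, with a chi-square per degree of freedom of at least 7.91 over 60 pairs.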

From these, 18 to 39 million clean reads were obtained after quality filtering and adapter clip. All data used in this study have been included in the article and its Additional files. The sequence data (GSE113366) is available at National Center for Biotechnology Information (NCBI) Gene Expression Omnibus. The principal component analysis for all detected genes (13103) in these embryos (Fig. 1) revealed that embryos with the same days of pregnancy were grouped together. It was notable that embryo from Day 12 showed a higher distance with embryos from Days 8 and 10, besides the variation between embryos on Day 10 was highest compared with the rest embryos.

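The first principal component of the log2 CPM of the 13103 genes, computed with a prior count of 2, held 53.7% of the variance, and the second held 18.5%. Scores on the first component were -82.3 ± 6.08 on Day 8, -24.0 ± 16.3 on Day 10 and 106 ± 8.45 on Day 12, and the 10 embryos of each day did not overlap with those of another day. On the second component the scores were -42.5 ± 5.78, 63.3 ± 16.5 and -20.8 ± 4.76 for the same days. Here the Day 10 embryos lay apart from both other days, while Day 8 and Day 12 differed less. The third component held 5.63%.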

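Across all 13103 genes, the Euclidean distance in log2 CPM between the mean profiles of Days 10 and 12 was 155, against 121.1 between Days 8 and 10 and 190.0 between Days 8 and 12. The distance of an embryo to the other embryos of its day was, on average, 69.8 ± 5.19 on Day 8, 82.6 ± 8.13 on Day 10 and 102 ± 16.5 on Day 12. The spread was larger on Day 10 than on Day 8 (two-sided permutation test with 100000 resamples, p = 0.00052), and smaller than on Day 12 (p = 0.00114). The distances within a day share embryos, so these p-values are approximate. In the first 2 principal components the order was another: 9.66 ± 4.55 on Day 8, 27.2 ± 9.49 on Day 10 and 11.3 ± 5.00 on Day 12, with Day 10 above Day 12 (permutation test, p = 0.00014). Over the 500 genes with the largest variance, Days 10 and 12 differed by less than their spread (permutation test, p = 0.636).

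**Figure D1:**
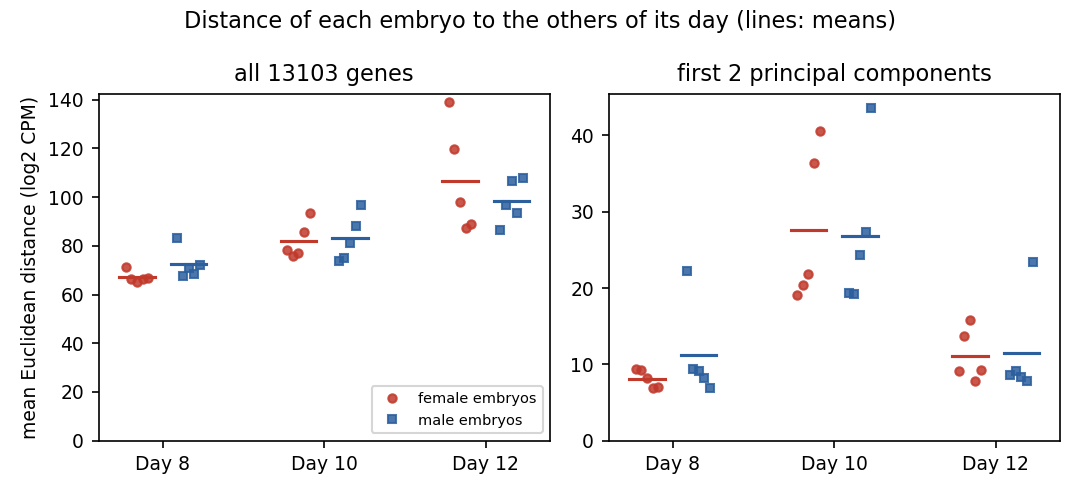
Mean Euclidean distance (log2 CPM) of each embryo to the other 9 embryos of its day, in all 13103 genes and in the first 2 principal components. Each point is an embryo and the lines give the mean of 5 embryos of a day and sex. In all genes the mean rises from 69.8 on Day 8 to 102 on Day 12, while in the first 2 components Day 10 is the highest at 27.2.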

**Fig. 1:**
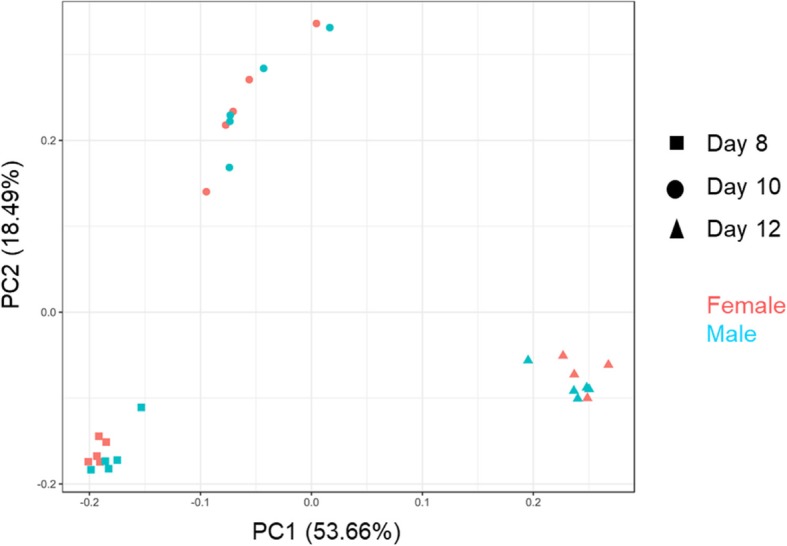
Principal component analysis of all genes expression patterns of embryos. The multidimensional scaling plot displays that embryos from the same stage are grouped together. Samples from the same stage with the same symbol (square, round, triangle shape indicate samples of Day 8, 10, and 12, respectively). Red and blue colors indicate female and male embryos, respectively

### Differentially expressed genes across the stages during the preimplantation phase

Based on the analysis of DEG (FDR 0.1%, log2 fold change > 1), the total number of 2174 DEG were found between Days 8 and 10, and even more genes (3275 DEG) were differentially expressed between Days 10 and 12 (Fig. 2a). 

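At an FDR under 0.001 and a log2 fold change beyond 1, 1845 of the 13103 genes were DEG between Days 8 and 10, 1295 of them higher and 550 lower on Day 10. Between Days 10 and 12 the same test called 3050 genes, 1951 higher and 1099 lower on Day 12. The number moved most when the fold change was tested against a log2 value of 1, which left 675 and 1574 genes. The balance of rises and falls moved with the scaling: library size alone gave 1027 higher and 811 lower genes between Days 8 and 10, and 2396 and 891 between Days 10 and 12. With the robust GLM that the paper names, 2222 and 3336 genes were called, of which 1796 and 2957 were also called by the quasi-likelihood test. Among genes without overlap between the 2 days, the largest rises from Day 8 to Day 10 were in CYP19A1, CYP19A2, IL1B, CYP17A1 and LOC110255255, and the last rose from 0.489 ± 1.39 to 5485 ± 3046 CPM. The largest falls were in GULO (log2 fold change -8.71 (adjusted p = 3.08e-17)), LIPH (-7.26 (adjusted p = 1.23e-12)), LOC100736929, CASS4 (-6.38 (adjusted p = 3.49e-14)) and GABBR2. LOC100736929 and GABBR2 were at or under 3 counts in every Day 10 embryo and were at least 7.58-fold and 24.8-fold lower there. From Day 10 to Day 12 the largest rises were in PAG6 (log2 fold change 13.18 (adjusted p = 8.74e-17)), LOC110259249 (12.24 (adjusted p = 6.56e-15)), LOC100522849 (11.77 (adjusted p = 2.25e-15)), IFN-DELTA-1 and FUT9. The last 2 were at or under 3 counts in every Day 10 embryo and rose at least 176-fold and 1468-fold. The largest falls were in FYB and MIOX, at or under 3 counts in every Day 12 embryo and at least 123-fold and 34.9-fold lower, LOC110258272 (-9.79 (adjusted p = 7.32e-12)), ENPP3 (-9.64 (adjusted p = 7.07e-23)) and SLC10A1 (-9.59 (adjusted p = 8.06e-25)).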

A number of 1072 DEG were shared by these two comparisons and many of them shared a similar expression profile. 

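Both comparisons called 813 genes, which is 19.9% of the genes called in either. Of these, 263 rose and 92 fell in both intervals. The direction changed in the others: 355 rose up to Day 10 and fell afterwards, and the rest fell up to Day 10 and rose afterwards. The balance depended on the test: with the robust GLM that the paper names, 1115 genes were shared, of which 431 rose and 135 fell in both intervals, 403 rose and then fell, and 146 fell and then rose.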

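The 2 comparisons together called 4082.0 genes, 1032.0 of them between Days 8 and 10 alone and 2237.0 between Days 10 and 12 alone. A gene without a call in an interval may still have changed there by less than the thresholds.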

The DEG of each comparison were combined (4377 DEG) for analysis of typical expression profiles across the developmental stages. Hierarchical cluster analysis provided an overview of the expression profiles for all the combined DEG (Fig. 2b). 

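Each of these genes was given a class from its direction in the 2 intervals, in place of the tree algorithm, which was not run. The largest class, with 1585 genes or 38.8%, was not called between Days 8 and 10 and rose on Day 12. The calls of the robust GLM put 35.0% of its genes in this class. In k-means clustering with 5 centres on the day means of each gene, the centre that rose on Day 12 alone held 1637 genes (40.1%).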

To have a closer look into the regulation of these DEGs, the genes with similar expressions at the same stage were identified by Self-Organizing Tree Algorithm (SOTA) analysis (Fig. 3), which revealed the expression of almost half of the genes was similar on Days 8 and 10 but increased on Day 12 (genes of cluster 1 and 5). Inversely, a number of genes showed increased expression on Days 8 and 10 but decreased expression on Day 12 (cluster 3). Furthermore, clusters of genes were found that showed increased expression only on Day 8 (contained in cluster 3) and only on Day 10 (cluster 2), respectively. 

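The class without a call between Days 8 and 10 and a fall on Day 12 held 652 genes (16.0%), and 753 genes (18.4%) belonged to the k-means centre with this profile.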

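A fall from Day 8 to Day 10 without a further call was found for 355 genes (8.70%), and a rise to Day 10 followed by a fall for 355 genes (8.70%). The k-means centres highest on Day 8 alone and on Day 10 alone held 446 and 482 genes.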

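A rise from Day 8 to Day 10 without a call afterwards was found for 677 genes (16.6%).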

In cluster 4, the gene expression dramatically increased on Day 10, and kept a stable upregulated expression level on Day 12. The DEGs across the three stages are shown in Additional file 1: Table S1.

**Fig. 2:**
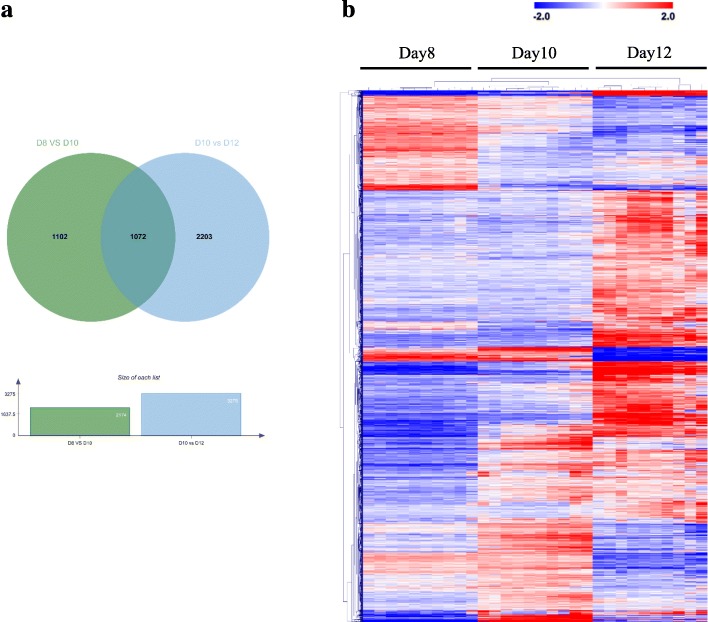
Venn diagram for differentially expressed genes identified across the three developmental stages (**a**). Green, Day 8 vs Day 10 of embryos; blue, Day 10 vs Day 12 of embryos. Hierarchical cluster analysis of differentially expressed genes identified for three stages (**b**). Mean-centered expression values (log2 counts per million of sample – mean of log2 counts per million of all samples) for the embryos of the Day 8 vs Day 10 and Day 10 vs Day 12 are shown for genes with significant differences in gene expression (FDR < 0.1% and │log2 fold change│ > 1). The color scale is from −2 (blue, lower than mean) to 2 (red, higher than mean). Each row represents 1 gene, each column 1 sample

**Fig. 3:**
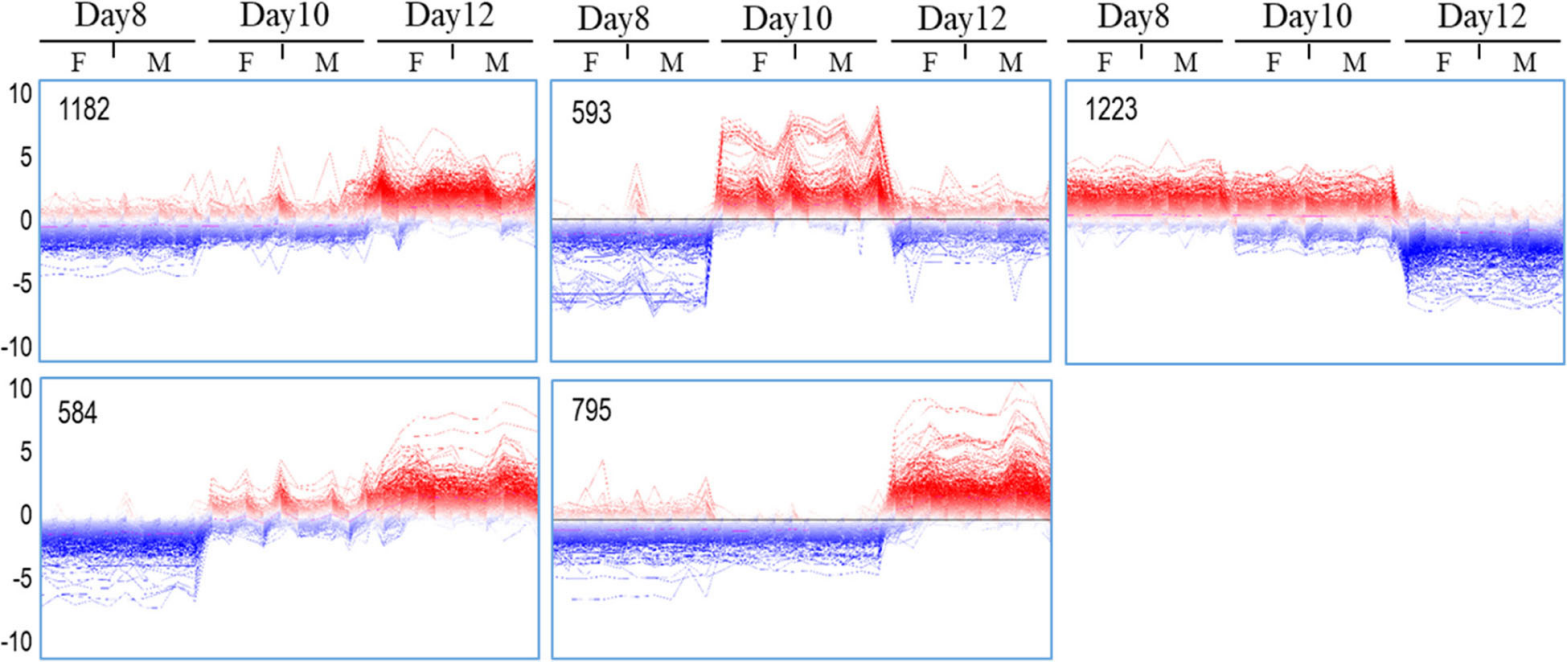
Clustering of gene expression profiles for three stages of the embryos. The SOTA of MeV software (version 4.9.0) was used to obtain groups of genes with similar expression profiles. Clusters 1 to 5 are from left to right and top to down. Vertical axis is in log2 scale and shows the deviation from the mean expression value. Numbers of genes for each cluster are shown (top left corner). F and M mean female and male embryos, respectively

### Functional category analysis of gene expression profile clusters

A functional annotation clustering analysis was performed with the Database for Annotation, Visualization, and Integrated Discovery (DAVID) tool for the individual SOTA clusters. Highly significant functional annotation clusters (geometric mean of member categories’ *P*-values < 0.001 which was calculated based on Fisher’s exact test) for each of the 5 SOTA expression profile clusters are shown in Table 1. Strong enrichment of functional categories related to cell communication, cell motility and migration, cell adhesion and junction, cytoskeleton organization, embryo development, apoptosis, and immune response was found for genes specifically upregulated on Day 12 (clusters 1 and 5). For genes up-regulated genes on Day 10 (cluster 2), lipid biosynthetic and metabolic process, transport, developmental and homeostasis were enriched. Genes upregulated on Days 8 and 10 (cluster 3) revealed overrepresented functional categories such as vacuole, lipid metabolic and biosynthetic process, cell-cell junction, and ion transport. For cluster 4, containing genes with increased expression on Days 10 and 12 functional categories involved in development and morphogenesis, cell-cell signaling, and apoptotic process were overrepresented. More detailed information is shown in Additional file 2: Table S2.

**Table 1:** Overrepresented DAVID annotation clusters for the obtained SOTA expression clusters

Expression cluster	Representative enriched functional terms^a^	Enrichment Score^b^
Cluster1	extracellular region part (308, 1.39); extracellular vesicle (226, 1.4); extracellular exosome (224, 1.39)	8.8
	response to organic substance (225, 1.46); response to endogenous stimulus (124, 1.47)	7.77
	cell motility (134, 1.85); cell migration (123, 1.9)	7.71
	cell proliferation (159, 1.57)	7.57
	regulation of cell communication (244, 1.48); regulation of signal transduction (225, 1.51)	7.56
	circulatory system development (97, 1.88); angiogenesis (50, 2.22)	7.34
	regulation of multicellular organismal development (150, 1.6); positive regulation of developmental process (90, 1.52)	7.21
	response to cytokine (81, 1.85); cellular response to cytokine stimulus (71, 1.84)	6.22
	cell adhesion (142, 1.53); biological adhesion (142, 1.53)	5.11
	inflammatory response (64, 1.84); defense response (118, 1.43)	4.85
	peptidase regulator activity (32, 2.7); enzyme inhibitor activity (41, 1.95); regulation of proteolysis (62, 1.61)	4.68
	membrane region (43, 2.13); membrane raft (34, 2.15)	4.62
	multicellular organism metabolic process (23, 3.17)	4.37
	regulation of epithelial cell proliferation (35, 2.14); epithelial cell proliferation (37, 1.96)	3.69
	actin filament-based process (64, 1.75)	3.61
	lipid metabolic process (102, 1.41)	2.76
	response to oxygen-containing compound (113, 1.41)	2.12
Cluster2	lipid metabolic process (84, 2.47); lipid biosynthetic process (47, 2.95)	11.91
	cardiovascular system development (49, 2.03)	4.39
	chemical homeostasis (58, 2.17); homeostatic process (72, 1.71)	3.75
	ion transport (68, 1.83); cation transport (45, 1.81); transmembrane transport (56, 1.66)	3.37
	membrane depolarization (11, 4.74); regulation of membrane potential (23, 2.5)	3.31
	small molecule catabolic process (24, 2.76); carboxylic acid catabolic process (16, 3.23)	3.24
	movement of cell or subcellular component (73, 1.59); regulation of cell migration (34, 1.94)	2.87
	phospholipid metabolic process (27, 2.69); glycerophospholipid metabolic process (19, 2.68)	2.72
	intracellular signal transduction (98, 1.44); regulation of cell communication (107, 1.39)	2.59
	positive regulation of multicellular organismal process (59, 1.62)	2.57
	response to oxygen-containing compound (59, 1.58)	2.52
	phosphorus metabolic process (111, 1.41); phosphate-containing compound metabolic process (110, 1.4)	1.65
Cluster3	vacuole (131, 1.79)	8.09
	lipid metabolic process (118, 1.56); lipid biosynthetic process (57, 1.61)	5.41
	cell-cell junction (66, 1.7); protein binding involved in cell adhesion (37, 2.09); cadherin binding (35, 1.97); adherens junction (65, 1.55)	4.01
	sphingolipid metabolic process (26, 2.95); membrane lipid metabolic process (29, 2.5)	3.93
	extracellular organelle (217, 1.27); extracellular vesicle (216, 1.27); extracellular exosome (215, 1.27)	3.44
	pigment cell differentiation (11, 5.38); developmental pigmentation (11, 4.12)	3.28
	ion transport (123, 1.48); cation transport (88, 1.59); transmembrane transport (112, 1.49)	3.11
	biological adhesion (133, 1.37); cell adhesion (132, 1.37)	2.61
	cellular homeostasis (79, 1.67); homeostatic process (132, 1.41)	2.6
	embryonic organ development (43, 1.81)	2.38
	macromolecule localization (205, 1.28)	2.24
	actin filament-based process (61, 1.6)	2.07
	cellular response to oxygen-containing compound (79, 1.52)	2.03
	regulation of kinase activity (71, 1.59); phosphorus metabolic process (217, 1.24)	1.8
	regulation of molecular function (205, 1.26)	1.62
	regulation of cellular localization (72, 1.52)	1.43
Cluster4	epithelium development (57, 2.03); organ morphogenesis (48, 1.83)	4.55
	urogenital system development (27, 3.19)	3.81
	blood vessel development (34, 2.23); vasculature development (35, 2.17); cardiovascular system development (47, 1.88); circulatory system development (47, 1.88)	3.73
	extracellular exosome (113, 1.42); extracellular vesicle (113, 1.41); extracellular organelle (113, 1.41); extracellular region part (141, 1.28)	3.7
	cell surface receptor signaling pathway involved in cell-cell signaling (32, 2.29); Wnt signaling pathway (29, 2.34); cell-cell signaling by wnt (29, 2.33)	3.61
	regulation of signal transduction (101, 1.4)	3.4
	apoptotic process (76, 1.64); cell death (80, 1.54)	3.4
	reproductive system development (36, 3.21)	3.28
	actin filament-based process (37, 2.08); actin cytoskeleton organization (32, 2.18)	2.77
	regulation of hydrolase activity (61, 1.72); molecular function regulator (62, 1.64); enzyme regulator activity (46, 1.7)	2.68
	movement of cell or subcellular component (74, 1.56); regulation of cell motility (37, 1.9)	2.46
	regulation of signaling (112, 1.38); regulation of cell communication (110, 1.38)	2.31
	regulation of cell proliferation (65, 1.58)	2.26
	nervous system development (84, 1.46); negative regulation of cell differentiation (33, 1.95)	1.72
Cluster5	cell death (124, 1.81); apoptotic process (114, 1.86)	10.04
	regulation of cell communication (178, 1.68); regulation of signaling (180, 1.67); regulation of signal transduction (164, 1.72)	9.95
	cell migration (84, 2.03); locomotion (100, 1.87)	7.37
	regulation of multicellular organismal development (106, 1.76); regulation of cell differentiation (97, 1.79); positive regulation of developmental process (70, 1.84)	6.89
	cell adhesion (103, 1.73)	6.23
	cell development (132, 1.92); nervous system development (128, 1.68)	5.5
	cell junction (85, 1.65); focal adhesion (34, 2.33)	4.69
	cardiovascular system development (64, 1.93); circulatory system development (64, 1.93)	4.54
	MAPK cascade (55, 1.87)	4.48
	actin filament-based process (48, 2.04); cytoskeleton organization (67, 1.67)	4.39
	transmembrane receptor protein serine/threonine kinase signaling pathway (30, 2.66); response to transforming growth factor beta (20, 2.66); cellular response to transforming growth factor beta stimulus (19, 2.55)	3.72
	embryo development (65, 1.95); embryo development ending in birth or egg hatching (39, 1.91); chordate embryonic development (38, 1.88)	3.71
	regulation of cytokine production (38, 1.88)	3.19
	apoptotic signaling pathway (39, 1.91); regulation of apoptotic signaling pathway (29, 2.18)	2.7
	positive regulation of metabolic process (143, 1.34); positive regulation of macromolecule metabolic process (134, 1.34); positive regulation of cellular metabolic process (133, 1.34); regulation of transcription from RNA polymerase II promoter (92, 1.43)	2.63
	regulation of protein transport (50, 1.91); regulation of transport (90, 1.43)	2.38

^a^ Values within parentheses indicate the number of genes and fold-enrichment of the functional terms, respectively

^b^ Geometric mean (in –long10 scale) of member’s *P*-values of the corresponding annotation cluster

An overview of a network of enriched functional classification categories for the obtained DEG of the SOTA clusters is shown in Fig. 4. The DEG from these five clusters were analyzed with the online tool ToppCluster for Gene Ontology (GO) and pathway analysis. The most overrepresented categories including response to estrogen, cell migration, actin filament-based process, vasculature development, as well as animal organ morphogenesis were shared in most of the SOTA expression profile clusters (Fig. 4). In addition, there were also functional categories specifically overrepresented in cluster 1, e.g., interferon signaling, extracellular matrix organization, cytokine signaling in immune system, heparin binding, growth factor binding, and cell adhesion molecule binding. Cluster 3 was enriched for transport and cluster 4 in actin cytoskeleton organization, developmental growth, epithelial tube formation, and cytoskeletal protein binding. In addition, neuron development was specifically enriched in cluster 5.

**Fig. 4:**
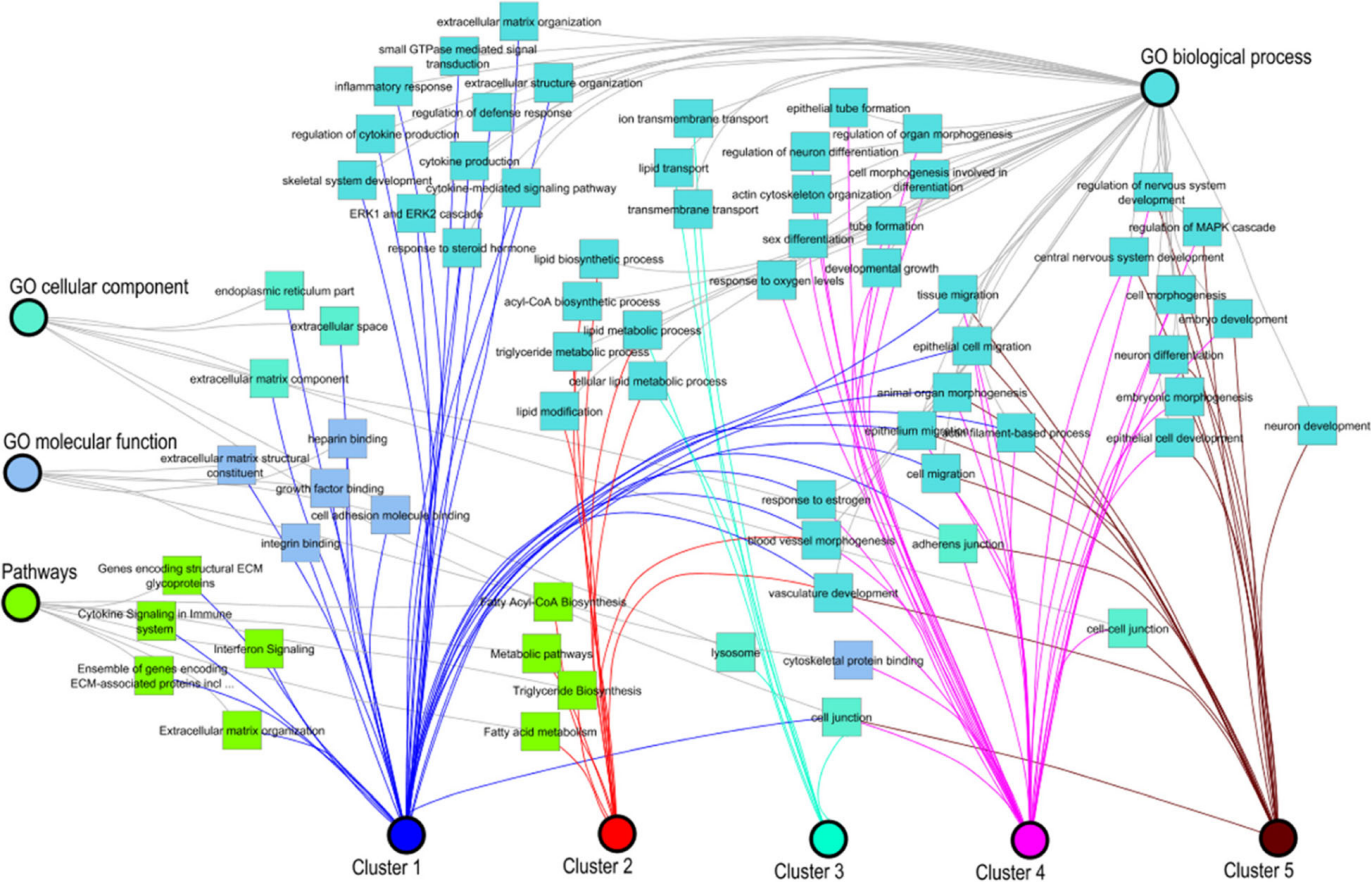
Gene Ontology (GO) functional classification network of clusters. All significant differential genes (human Entrez Gene IDs) from clusters were used as input for the ToppCluster. The following databases were used, i.e. “biological process”, “cellular component”, “molecular function” and pathway. Finally, the data were uploaded in Cytoscape 3.6.0 to modify the network. Nodes were colored based on specificity: red nodes specific for different cluster; nodes for the three GO functions and pathway were in different colors

### Top 5% functional annotations of upregulated genes from the embryos on Day 12

To explore more details of the upregulated genes on Day 12, our data were subjected to the online tool DAVID (Gene Ontology (GO) categories and KEGG pathways) to show the systematic functional classification for upregulated genes in the embryos from Day 12 compared with Day 10. The functional categories were selected based on the condition of FDR < 1%, then filtered by a score combining FDR and fold enrichment. The overrepresented GO terms and pathways with the top 5% scores were selected and the results were shown in Table 2. The categories related to ‘morphogenesis’ and ‘development’ were disclosed to be the main functions on Day 12.

**Table 2:** Top 5% functional annotation of upregulated genes of the embryos on Day 12

Category description	Gene Counts	Fold Enrichment	FDR	*P* Value
Prostatic bud formation	7	7.82	0.12	0.0001
Metalloendopeptidase inhibitor activity	10	6.21	0.01	0.0000
Chemorepellent activity	14	5.15	0.00	0.0000
Lateral sprouting from an epithelium	8	6.70	0.10	0.0000
Collagen-activated signaling pathway	6	7.54	0.84	0.0004
Glomerulus vasculature development	12	5.24	0.01	0.0000
Laminin complex	6	7.16	0.82	0.0005
Cardiac septum morphogenesis	25	3.99	0.00	0.0000
Positive regulation of extracellular matrix organization	10	5.58	0.04	0.0000
Negative chemotaxis	17	4.17	0.00	0.0000
Morphogenesis of an epithelial bud	8	6.18	0.19	0.0001
Glomerulus development	24	3.83	0.00	0.0000
Creatine metabolic process	7	6.39	0.57	0.0003
Cardiac septum development	34	3.56	0.00	0.0000
Positive regulation of epithelial cell migration	37	3.54	0.00	0.0000
Ventricular septum development	22	3.51	0.00	0.0000
Renal system vasculature development	12	4.82	0.02	0.0000
Kidney vasculature development	12	4.82	0.02	0.0000
Kidney morphogenesis	32	3.42	0.00	0.0000
Basement membrane	34	3.42	0.00	0.0000
Nephron development	46	3.35	0.00	0.0000
Cardiac chamber morphogenesis	39	3.32	0.00	0.0000
Renal tubule development	31	3.28	0.00	0.0000
Nephron tubule development	30	3.28	0.00	0.0000
Renal tubule morphogenesis	25	3.26	0.00	0.0000
Nephron morphogenesis	25	3.22	0.00	0.0000
Embryonic skeletal joint development	8	5.74	0.35	0.0002
Positive regulation of ossification	27	3.19	0.00	0.0000
Mesonephros development	32	3.12	0.00	0.0000
Smooth muscle cell migration	20	3.53	0.00	0.0000
Ureteric bud development	30	3.11	0.00	0.0000
Extracellular matrix disassembly	27	3.08	0.00	0.0000
Mesonephric epithelium development	30	3.08	0.00	0.0000
Mesonephric tubule development	30	3.08	0.00	0.0000
Cardiac chamber development	47	3.05	0.00	0.0000
Kidney epithelium development	43	3.02	0.00	0.0000
Nephron epithelium morphogenesis	24	3.17	0.00	0.0000

### Signaling pathways related to maternal recognition of pregnancy on Day 12

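Additional file 3 of the paper lists 164 genes with a direction on Day 12, and 153 of them were found by symbol in the deposited table. In the quasi-likelihood test all of these changed from Day 10 to Day 12 in the listed direction, 88 with a call as higher and 57 with a call as lower. With the robust GLM, 91 of the 92 matched genes listed as higher and all 61 listed as lower did. The study chose the list from these embryos, so the directions are not independent evidence.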

In the embryos of Day 12, a number of 164 DEGs assigned to a selection of particularly interesting pathways and processes, e.g., estrogen signaling, steroid hormone biosynthesis, prostaglandin (PG) metabolism, signaling and transport are shown in Additional file 3: Table S3. A total number of 24 DEGs including 16 up- and 8 down-regulated genes were found in the estrogen signaling pathways. 

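The matched estrogen signaling genes were 16 listed as higher and 7 listed as lower on Day 12. Called in the listed direction were 15 of the former and 7 of the latter, and the robust GLM called all 16 and 7.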

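The prostaglandin part of Additional file 3 has 75 entries for 73 gene symbols. In the deposited table, 45 entries listed as higher and 25 listed as lower on Day 12 were found. The quasi-likelihood test called 44 and 23 of them in the listed direction.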

For PG synthesis, regulation, and transporting, 73 gene were identified as DE (including 47 upregulated and 26 downregulated genes) on Day 12. The networks of these DEGs involved in estrogen and PG signaling pathways are shown in Fig. 5a and b, respectively.

**Fig. 5:**
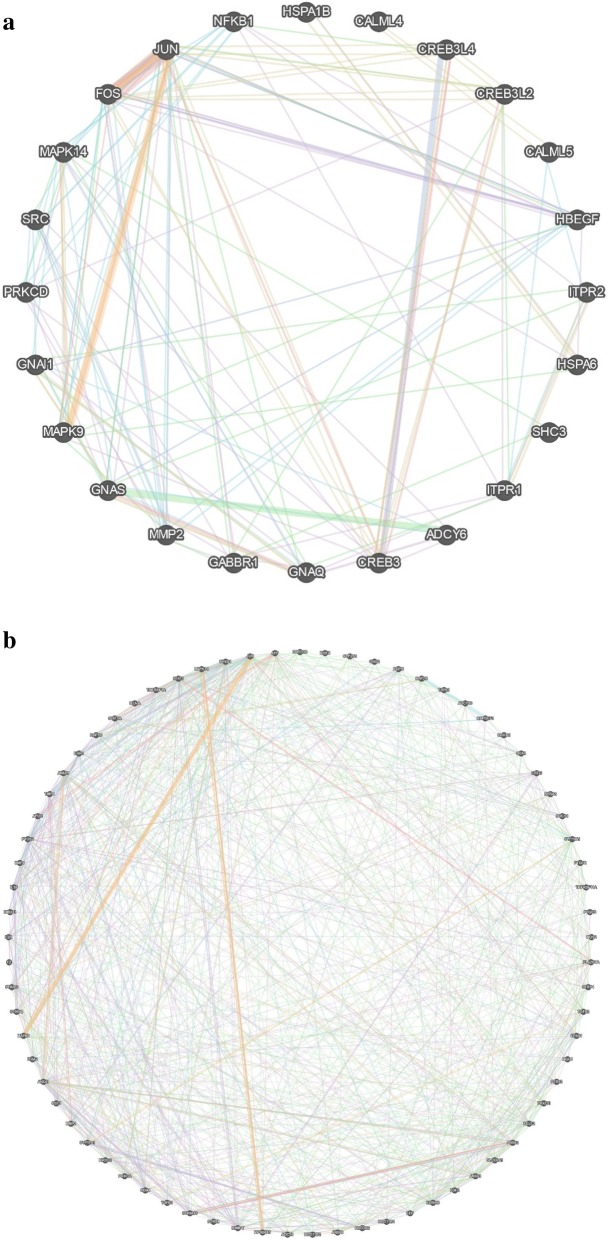
The networks of DEGs involved in estrogen (**a**) and prostaglandin (**b**) signaling pathways. The sources of co-expression, physical interactions, co-localization, pathway, shared protein domains, and genetic interactions were selected to weight the network. One edge indicates one source, and one node means one gene

### Comparison of DEGs in the elongating conceptus between pig and sheep

Data of dynamic transcriptome changes from ovoid to a filamentous conceptus in sheep [22] have been adopted to compare with our findings (from Day 10 to Day 12 in pigs, and from Day 12 to Day 14 in sheep). The results show that the majority of the DEGs (1829) were identified as upregulated specifically in porcine embryos (Fig. 6), and 1025 gene were identified as downregulated. 

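Only the pig embryos are in the deposited tables, so the comparison with sheep was not repeated. Additional file 4 of the paper lists 2083 genes as higher and 1190 as lower on Day 12 in pig embryos, those shared with sheep included. Of these, 1873 and 1060 were called in the listed direction between Days 10 and 12. Of the 1816 genes matched by symbol that the paper lists as higher in pig embryos alone, 1643 were called as higher, and of the 1017 listed as lower, 903 were called as lower.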

A number of 1093 downregulated genes and 795 upregulated genes were specifically expressed in sheep embryos. 

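Among the genes that the paper lists as higher in both species, 120 of 133 matched genes were called as higher on Day 12 in the pig embryos, with a median log2 fold change of 2.02. Of the 77 listed as lower in both species, 76 were called as lower (median -1.63). For the genes listed with opposite directions, the pig side was called for 110 of 120 higher and 81 of 88 lower genes.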

Besides, 133 upregulated and 77 downregulated genes were commonly expressed during the elongation in both species, while 209 genes had different regulations in pig and sheep embryos. The detailed information of these DEGs is depicted in Additional file 4: Table S4.

**Fig. 6:**
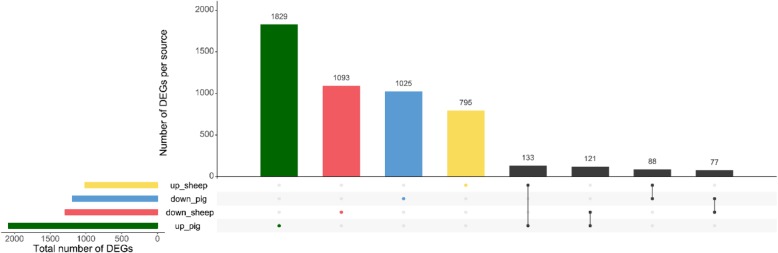
Upset plots illustrating the number of differentially expressed genes in porcine and ovine embryos (B). Green and blue indicate the up- and down-regulated genes in porcine embryos. Yellow and red indicates the up- and dwon-regulated genes in ovine embryos. The green, red, blue, and yellow points indicates the genes were specifically expressed in one species, while the black plots mean these genes are commonly expressed in two species

### Analysis of expression of genes located on the X chromosome in the three embryo stages

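With the 5 female and 5 male embryos of each day compared in the table of that day, the quasi-likelihood test at an FDR of 0.05 called 75 of 11405 genes on Day 8, 26 of 11675 on Day 10 and 15 of 12220 on Day 12. The counts depended on the test. The robust GLM that the paper names called 156, 42 and 101 genes on these days, and DESeq2 called 53 on Day 10, 168 on Day 12 and, on Day 8, 100 X-linked, 11 Y-linked and 18 other genes. One fit of all 30 embryos with a shared dispersion moved Day 12 most, to 2658 genes. At an unadjusted p under 0.05, 524 and 2775 genes differed between the sexes on Days 8 and 12. In a test of the sex difference itself between days, 0 genes passed an FDR of 0.05 from Day 8 to Day 10, and 100 had an unadjusted p under 0.05. From Day 8 to Day 12 the counts were 0 and 2863, and DESeq2 called 22 X-linked and 264 other genes there.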

At an FDR of 5%, a number of 137, 37, and 56 differentially DEG between female and male embryos were obtained on Days 8, 10, and 12, respectively. A hierarchical cluster analysis of these DEG is shown in Fig. 7a, b, and c. 

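In female embryos, 61 DEG were higher and 14 lower than in male embryos on Day 8, 14 higher and 12 lower on Day 10, and 2 higher and 13 lower on Day 12. Y-linked genes made up 11, 11 and 12 of the lower genes. On Day 8 the largest differences toward female embryos, without overlap between the sexes, were in VSIG1 (5.60 ± 2.95 against 1.07 ± 0.488 CPM, log2 fold change 2.33 (SE 0.43, adjusted p = 0.0281)), LOC110261946 (log2 fold change 2.24 (adjusted p = 0.0454)), NDNF (2.06 (adjusted p = 0.0338)), ERAS (1.48 (adjusted p = 0.0344)) and MTMR8 (0.94 (adjusted p = 0.00242)). In the 10 fits without 1 embryo, VSIG1 stayed a DEG in 3, LOC110261946 in 2, NDNF in 1, ERAS in 1 and MTMR8 in 10. LOC110261946 and NDNF lie on chromosome 8 and the other 3 on the X chromosome. On Day 10 they were in EIF2S3 (log2 fold change 0.85 (adjusted p = 0.00455)) and KDM6A (0.77 (adjusted p = 0.0219)), which stayed DEG in 10 and 4 of 10 such fits, beside BCAP31, RPL10 and FAM3A. The largest differences toward male embryos were in Y-linked genes such as LOC100624149, at or under 3 counts in every female embryo of Days 8 and 10 and at least 1248-fold and 1438-fold lower there.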

With respect to higher or lower expression of DEG in female compared to male embryos, 107 upregulated and 30 downregulated, 23 upregulated and 14 downregulated, and 31 upregulated and 25 downregulated genes were identified on Days 8, 10, and 12, respectively (Additional file 5: Table S5). Regarding chromosomal location of these DEG, a number of 96, 19, and 11 X-linked DEG were found on Days 8, 10, and 12, respectively (Fig. 8a). 

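Among the DEG called here, 58 were X-linked on Day 8, 14 on Day 10 and 2 on Day 12, of 376, 376 and 401 X-linked genes tested. Of the autosomal genes, 6 of 10809 were called on Day 8, 1 of 11071 on Day 10 and 1 of 11569 on Day 12. The autosomal call of Day 10 and that of Day 12 were lower in female embryos. LOC110260815, a pseudogene on chromosome 5, had 54 to 159 counts in male embryos and 0 in females, and would give such a call. It may hold reads of the Y-linked gene EIF1AY, so these calls need not be autosomal sex differences. The share of X-linked genes called was larger than that of autosomal genes on each day (two-sided Fisher's exact test, p = 2.46e-80, 1.95e-20 and 0.00328), with genes counted as if they were independent, which they are not. DESeq2 moved these numbers most on Days 10 and 12 among the tests fitted to a day's own table, to 37 and 28 X-linked genes, and on Day 8 the robust GLM called 101.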

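X-linked genes were 77.3% of the DEG on Day 8, 53.8% on Day 10 and 13.3% on Day 12. The number depended on the embryos in the fit. With each embryo left out in turn, it ran from 31 to 57 on Day 8, from 1 to 10 on Day 10 and from 1 to 3 on Day 12. On Days 8 and 10 it fell whichever embryo was left out. Fewer embryos give such a fall by construction, so it does not show that single embryos carry the number. The lowest value of Day 10, with 1 X-linked DEG left, came without male d10_m_318. In counts simulated from the gene means and dispersions of a day's table, the test recovered 37.3% of the changed genes on Day 12 against 76.3% on Day 8. The smallest simulated differences were close to the median log2 fold change of the X-linked DEG of Day 8, 0.61. Of these the test recovered 49.8%, 22.4% and 1.00% on Days 8, 10 and 12. A smaller count of DEG on Day 12 may thus come in part or in whole from lower recovery. The simulation did not separate the spread of the embryos from library depth.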

The number of DEG located on the X chromosome decreased on Day 12 compared with Day 8 embryos (20% vs 70% of the DEG). Four X-linked genes, namely B-cell receptor-associated protein 31 (*BCAP31*), family with sequence similarity 3 member A (*FAM3A*), ribosomal protein L10 (*RPL10*), and tafazzin (*TAZ*), were upregulated in female embryos on all 3 days (Additional file 5: Table S5). 

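BCAP31 (NCBI gene 100520774, chromosome X of Sscrofa11.1, 124456999 to 124484923), FAM3A, RPL10 and TAZ lie within 1 segment of the X chromosome, between 124456999 and 125056445, which holds 36 annotated genes. BCAP31 had 257 ± 17.1 CPM in female and 154 ± 20.5 CPM in male embryos on Day 8 (log2 fold change 0.74 (SE 0.094, adjusted p = 0.00161)), 0.77 (adjusted p = 0.0108) as its log2 fold change on Day 10 and 1.09 (adjusted p = 0.198) on Day 12. RPL10, a gene with processed copies elsewhere that could share its reads, had log2 fold changes of 0.68 (adjusted p = 0.00161), 0.67 (adjusted p = 0.00820) and 0.91 (adjusted p = 0.110) on Days 8, 10 and 12. The values of TAZ were 0.74 (adjusted p = 0.0109), 0.66 (adjusted p = 0.169) and 0.89 (adjusted p = 0.0298), and those of FAM3A were 0.53 (adjusted p = 0.103), 0.71 (adjusted p = 0.0370) and 1.23 (adjusted p = 0.198). For these 4 genes every female embryo lay above every male embryo on each day. At an FDR of 0.05, BCAP31 and RPL10 passed on Days 8 and 10, TAZ on Days 8 and 12, and FAM3A on Day 10. In the 10 fits without 1 embryo, FAM3A kept its Day 10 call in 1 and TAZ its Day 12 call in 2, while on Day 10 BCAP31 kept it in 8 and RPL10 in 9. The robust GLM called each of the 4 genes on all 3 days. On Day 10, male d10_m_321 lay apart from the other males for FAM3A (47.3 against 33.4 to 35.5 CPM) and male d10_m_453 for TAZ (16.5 against 23.5 to 25.1 CPM). On Day 12 the segment cannot be read apart from its surroundings, since autosomal genes in gene-dense regions were also higher in female embryos, by 0.51 on the log2 scale relative to genes in sparse regions (two-sided exact permutation test, p = 0.0159).

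**Figure D2:**
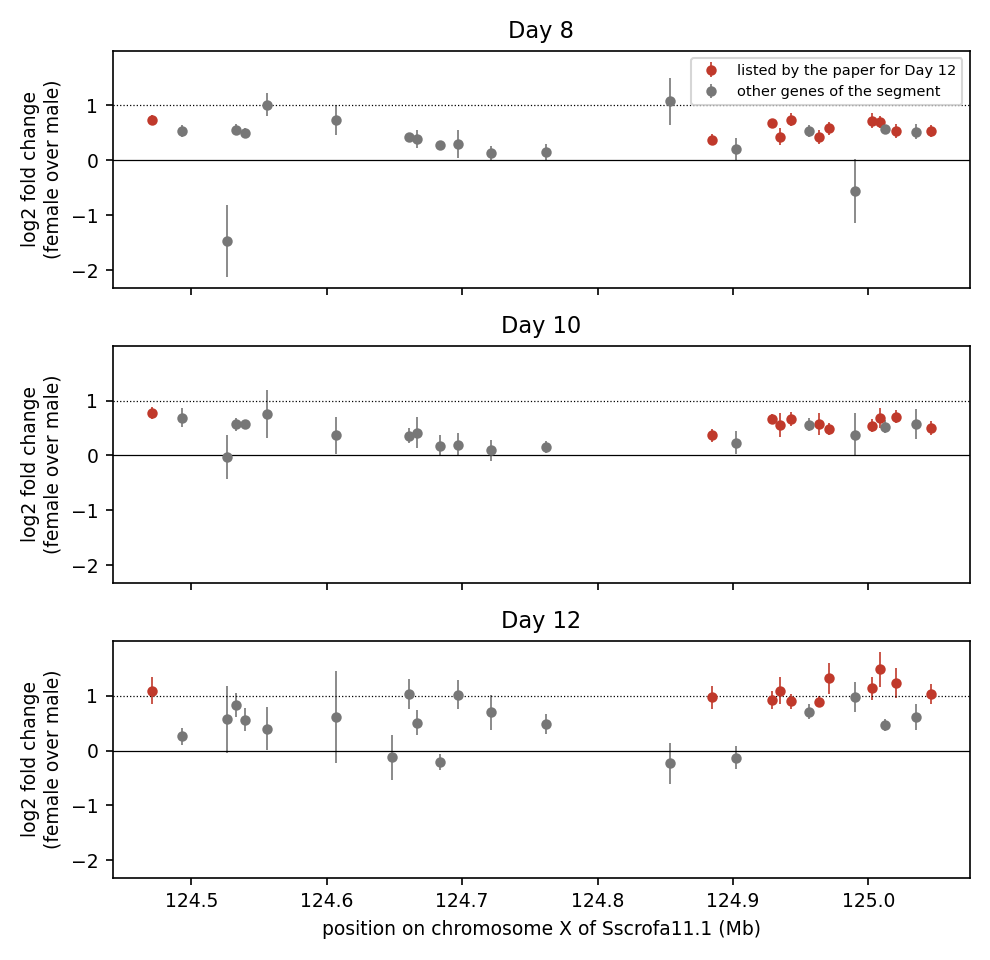
Log2 fold change of female over male embryos for each gene tested in the segment of the X chromosome, by position, on Days 8, 10 and 12, with bars of 1 SE and the genes that Additional file 5 lists for Day 12 in red. On these days 27 of 29, 27 of 28 and 26 of 30 genes lie above 0.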

All DEG located on the X chromosome were upregulated except three genes, namely family with sequence similarity 155 member B (*FAM155B*), collagen type IV alpha 5 chain (*COL4A5*) and spindlin-2B (*LOC100526148*), that were downregulated in female embryos on Day 8 (Fig. 8b). 

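On Day 8, 57 of the X-linked DEG were higher in female embryos and 1 was lower. The lower gene was LOC100526148, with 0.311 ± 0.0813 CPM in female and 1.01 ± 0.188 CPM in male embryos (log2 fold change -1.66 (SE 0.28, adjusted p = 0.0155)). The log2 fold change of FAM155B was -1.13 (SE 0.31, adjusted p = 0.264) and that of COL4A5 -1.01 (SE 0.36, adjusted p = 0.672), and in both genes female and male embryos overlapped. The robust GLM called both. Neither was called on Day 10 or Day 12 by the quasi-likelihood test, the robust GLM or DESeq2, and on Day 12 their directions changed with the embryo left out.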

More detailed information about the DEG between female and male embryos for each stage is shown in Additional file 5: Table S5.

**Fig. 7:**
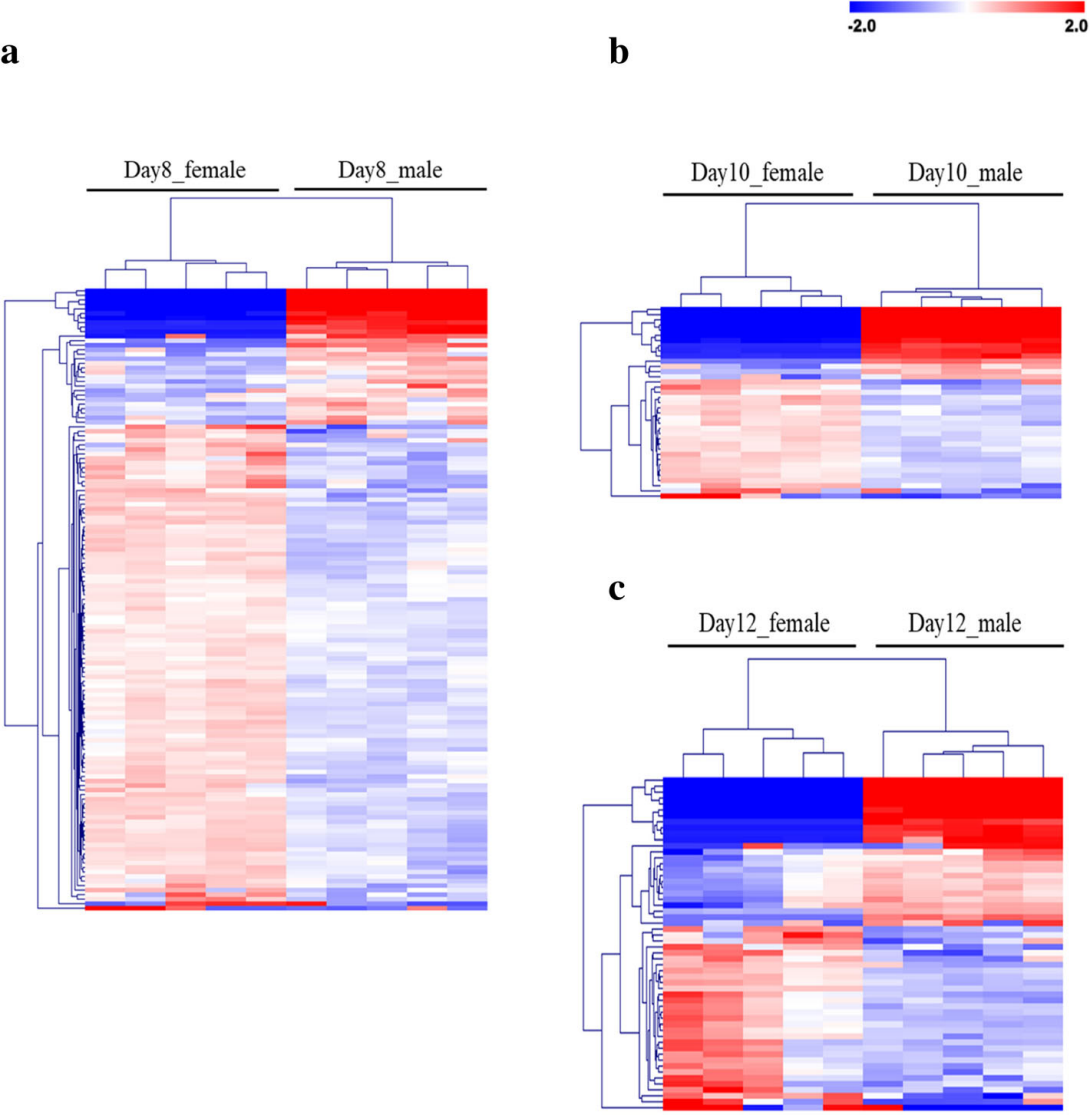
Hierarchical cluster analysis of differentially expressed genes between female and male embryos identified for the (**a**) Day 8, (**b**) Day 10, and (**c**) Day 12 embryos. Mean-centered expression values (log2 counts per million of sample – mean of log2 counts per million of all samples) for the female and male embryos are shown with significant differences in gene expression (FDR < 5%). Color scale is from − 2 (blue, lower than mean) to 2 (red, higher than mean). Each row represents one gene, each column represents one embryo

**Fig. 8:**
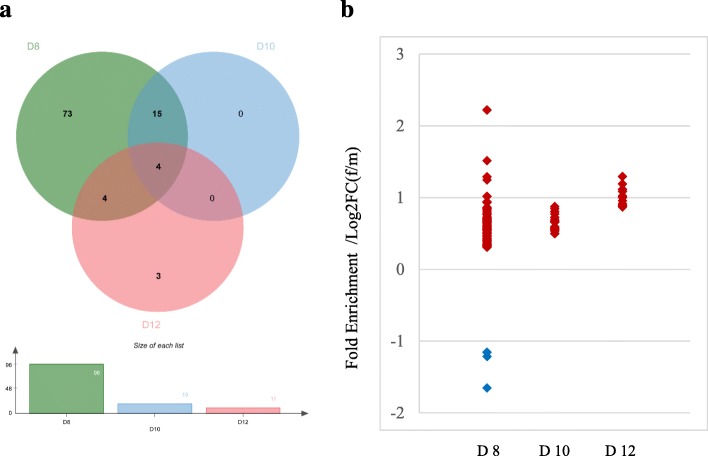
Venn diagram for X-linked differentially expressed genes (**a**) and expression profile of X-linked differentially expressed genes (**b**). Green, blue, and pink filed in Venn graph indicate X-linked differentially expressed genes on Day 8, 10, and 12 of the embryos, respectively. The red and blue plots in the scatter mean the up and down-regulated genes on the X chromosome in female embryos, respectively

### Functional annotations for sex-based DEGs and X-linked DEGs in the embryos

The functional classification based on the DEGs from the comparison between female and male embryos was identified at each stage (Table 3). A number of 22 functional categories were identified on Day 8. Among these categories, genes involved in “phosphatidylinositol-3,5-bisphosphate 3-phosphatase activity” had the highest enrichment. Interestingly, on Days 10 and 12, only one category, the “translational initiation”, was enriched in both two stages.

**Table 3:** Overrepresnted functional categories for the DEGs between female and male embryos

Stage	Category Description	Gene Counts	Fold Enrichment	FDR	*P* Value
Day 8	intracellular ribonucleoprotein complex	18	3.26	0.0375	0.0000
	ribonucleoprotein complex	18	3.26	0.0381	0.0000
	cytosol	43	1.80	0.0503	0.0000
	oxidation-reduction process	19	2.87	0.1475	0.0001
	RNA binding	25	2.29	0.1836	0.0001
	poly(A) RNA binding	20	2.54	0.3377	0.0002
	translational initiation	8	6.29	0.4787	0.0003
	ncRNA processing	11	3.98	0.7393	0.0004
	oxidoreductase activity, acting on the CH-OH group of donors, NAD or NADP as acceptor	6	7.78	1.4327	0.0010
	cytosolic part	8	4.77	1.9001	0.0014
	ribonucleoprotein complex biogenesis	11	3.41	2.4027	0.0014
	cytosolic ribosome	6	6.84	2.4425	0.0018
	peptide biosynthetic process	13	2.90	2.8247	0.0016
	oxidoreductase activity, acting on CH-OH group of donors	6	6.65	2.8642	0.0020
	ribosome biogenesis	9	3.99	3.1336	0.0018
	phosphatidylinositol-3,5-bisphosphate 3-phosphatase activity	3	41.39	3.1490	0.0022
	nucleotide binding	28	1.78	3.3566	0.0024
	nucleoside phosphate binding	28	1.78	3.3768	0.0024
	cell growth	10	3.41	4.3966	0.0026
	mitochondrial part	16	2.30	4.5972	0.0034
	cellular macromolecular complex assembly	16	2.37	4.6380	0.0027
	RNA processing	15	2.45	4.9544	0.0029
Day 10	translational initiation	4	15.32	3.0113	0.0019
Day 12	translational initiation	5	11.90	1.1225	0.0007

X-linked DEGs were analyzed to reveal the related functional categories (Table 4). The majority of functions were similar as the categories from the sex-based DEGs on Day 8. However, no functional categories with significant fold enrichment from the X-linked genes were identified on days 10 and 12.

**Table 4:** Overrepresnted functional categories for the X-linked DEGs between female and male embryos on Day 8

Category Description	Gene Counts	Fold Enrichment	FDR	*P* Value
Poly(A) RNA binding	18	2.99	0.0894	0.0001
ncRNA processing	11	5.06	0.0954	0.0001
RNA binding	20	2.40	0.5231	0.0004
Intracellular ribonucleoprotein complex	14	3.12	0.5849	0.0004
Ribonucleoprotein complex	14	3.11	0.5920	0.0004
Ribosome biogenesis	9	5.08	0.6241	0.0004
ncRNA metabolic process	11	3.65	1.3126	0.0008
RNA processing	14	2.91	1.4558	0.0008
Cytosol	33	1.70	1.4924	0.0011
Ribonucleoprotein complex biogenesis	10	3.94	1.5288	0.0009
Mitochondrial part	15	2.65	1.6200	0.0012
Phosphatidylinositol-3,5-bisphosphate 3-phosphatase activity	3	54.12	1.8057	0.0013
Chromosome organization	16	2.56	1.9363	0.0011
Mitochondrial membrane	12	3.04	2.2622	0.0017
Oxidation-reduction process	14	2.69	2.9103	0.0017
Phosphatidylinositol-3-phosphatase activity	3	42.52	2.9429	0.0021
Phosphatidylinositol monophosphate phosphatase activity	3	42.52	2.9429	0.0021
Cytosolic part	7	5.13	3.0904	0.0023
Mitochondrial envelope	12	2.87	3.5318	0.0026
Mitochondrion organization	11	3.19	3.5913	0.0021
Anatomical structure homeostasis	8	4.30	4.1306	0.0024
rRNA processing	7	4.92	4.8004	0.0028

## Discussion

Prior to attaching to the maternal uterine epithelial surface, porcine embryos normally undergo programmed differentiation and expansion. This reflects the rapid morphological changes between Days 8 and 12, which results from various hormonal and gene expression changes. The transcriptome of the embryo either in autosomal or sex chromosomes is hypothesized to be dynamic, but only little evidence supports this hypothesis. By using RNA-Seq, the present study analyzed embryos sampled at three critical time points and revealed a range of phase-specific gene expressions regulating embryo elongation, development and communication with the maternal uterus. These events are critical for successful implantation in pigs.

### Genes related to conceptuses elongation (cell growth, cell movement, and cellular remolding)

The current results revealed that the elongating conceptuses under investigation displayed various dynamic gene expression changes most highly expressed on Day 12, especially relating to cell growth, cell movement as well as cellular remolding.

A number of growth factors were found to have increased gene expression on Day 12, including insulin growth factor (*IGF*) family, fibroblast growth factor (*FGF*) family, transforming growth factor beta 1 (*TGFβ1*), transforming growth factor beta 2 (*TGFβ2*), platelet derived growth factor receptor alpha (*PDGFRA*), insulin like growth factor binding protein 5 (*IGFBP5*), and fibroblast growth factor receptor 2 (*FGFR2*). These results confirm a related study in mouse, where a range of growth factors were produced by the preimplantation embryo and the reproductive tract, and many of the respective receptors were detected on the embryo surface [23]. 

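Of 12 genes of the IGF family in the table, 9 were higher on Day 12 than on Day 10, 5 of them with a call, and 3 were lower, 1 with a call. IGF1 rose from 9.37 ± 4.35 CPM to 59.3 ± 37.0 CPM (log2 fold change 2.66 (SE 0.44, adjusted p = 5.36e-06)), IGFBP5 to 38.0 ± 20.5 CPM (2.06 (adjusted p = 2.67e-08)) and IGFBP7 to 2.49 ± 0.978 CPM (3.09 (adjusted p = 6.52e-11)). IGFBP2 (log2 fold change 1.33 (adjusted p = 8.96e-05)) and IGFBP6 (1.67 (adjusted p = 0.000229)) were also called. On Day 8, male d08_m_121 had the lowest IGFBP5 level and female d08_f_129 no IGFBP6 count, each apart from the other 9 embryos. The receptor IGF2R fell from 348 ± 94.2 CPM to 44.8 ± 17.1 CPM (log2 fold change -2.95 (SE 0.22, adjusted p = 1.01e-12)), and IGF2, IGF1R, IGFBP3 and the IGF2BP genes were not called. With the robust GLM, IGF2BP2 changed direction at a log2 fold change near 0, so 8 members were higher. Of 9 genes of the FGF family, 7 were higher on Day 12 and 3 were called: FGFR2 (log2 fold change 2.21 (adjusted p = 1e-07)), FGF10 (1.86 (adjusted p = 1.25e-05)) and FGF2 (1.40 (adjusted p = 0.0001)). FGF2 was lowest on Day 10, where female d10_f_454 lay below the other embryos. FGF7 and FGFRL1 were lower on Day 12 without a call by the quasi-likelihood test, while the robust GLM called 1 gene of the FGF family as lower. On Day 8 male d08_m_103 had the highest FGF7 level and male d08_m_136 the lowest FGFRL1 level. FGFR3 differed between Days 10 and 12 by a log2 value of 0.022, with the opposite sign under the robust GLM. PDGFRA rose from 58.1 ± 12.1 CPM to 332 ± 283 CPM (log2 fold change 2.52 (SE 0.36, adjusted p = 3.85e-07)). Directions of both families between Days 10 and 12 were the same with RLE factors and with library size alone.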

The *TGFβ* was regarded as an essential factor in modulating extracellular matrix (ECM) protein expression and the accumulation of ECM proteins results in increasing cell migration [24]. Expression of *TGFβ1* and *TGFβ3* were observed to be unregulated in porcine conceptuses on Day 10 compared with Day 8, and mRNA of *TGFβ1*, *TGFβ2*, and *TGFβI* were still increasing except *TGFβ3* was decreasing from Day 10 to Day 12. 

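TGFB1 had 4.08 ± 1.97 CPM on Day 8, 8.09 ± 3.49 CPM on Day 10 and 57.1 ± 23.5 CPM on Day 12. Its log2 fold change from Day 8 to Day 10 was 0.99 (SE 0.26, adjusted p = 0.00188) and was not called by the quasi-likelihood test, while the robust GLM gave 1.06 and a call. From Day 10 to Day 12 it was 2.82 (SE 0.27, adjusted p = 1.22e-10). TGFB3 rose from 1.50 ± 0.737 to 59.6 ± 92.3 CPM, with a range of 4.32 to 234 among the Day 10 embryos, and was 2.93 ± 2.01 CPM on Day 12 (log2 fold changes 5.30 (adjusted p = 5.49e-07) and -4.34 (adjusted p = 3.47e-06)). TGFB2 and TGFBI were low on each day, at 1.17 ± 0.556 and 0.750 ± 0.422 CPM on Day 12, and rose from Day 10 by log2 fold changes of 2.10 (adjusted p = 6.86e-06) and 1.51 (adjusted p = 0.000786).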

From our findings, the increasing *TGFβ* may contribute to some extent to morphological changes of the embryo via migrating cells and remolding tissues. 

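The gene GDF6 (NCBI gene 110260254, chromosome 4 of Sscrofa11.1, 40473015 to 40491142) had 0.104 ± 0.0877 CPM on Day 8, 3.38 ± 1.51 CPM on Day 10 and 61.8 ± 22.0 CPM on Day 12. The log2 fold changes were 4.89 (SE 0.36, adjusted p = 1.94e-12) from Day 8 to Day 10 and 4.20 (SE 0.26, adjusted p = 1.04e-14) from Day 10 to Day 12, and every embryo of a day lay above every embryo of the day before.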

Growth differentiation factor 6 (*GDF6*) was observed with the highest expression on Day 12. Recently, *GDF6* gene was detected in several distinct embryonic locations in mouse, which facilitates the skeletal and soft tissues formation [25]. We found placenta expressed transcript 1 (*PLET1*) upregulated on Day 12, which is in line with the previous result that *PLET1* was found with high expression in elongated conceptuses [26], indicating a strong activity of trophoblast differentiation [27].

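PLET1 (NCBI gene 396570, chromosome 9 of Sscrofa11.1, 39936355 to 39949709) rose from 9.50 ± 5.26 CPM on Day 10 to 11273 ± 5276 CPM on Day 12, a log2 fold change of 10.22 (SE 0.66, adjusted p = 2.55e-14), and the lowest Day 12 embryo had 3745 CPM. On Day 8 the level was 0 to 0.237 CPM in 9 embryos and 3.51 CPM in male d08_m_133.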

Coordination between assembly and disassembly of actin filaments is a key factor to provide a driving force that initiates the cell movement in animals [28]. It is reported that the cellular motility in vitro can be reconstituted by a core set proteins including actin, actin related protein2/3 (Arp2/3) complex, actin depolymerizing factor (ADF)/cofilin, profilin, and capping protein [29]. Consistently, the current study observed that genes coding actin proteins, actin binding LIM protein 1 (ABLIM1), actin related protein 2/3 complex subunit 1B (ARPC1B), cofilin 2 (CFL2), profilin 1 (PFN1), and capping actin protein gelsolin like (CAPG) were differently expressed from Days 8 to 12. 

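CAPG rose from 187 ± 39.5 CPM to 676 ± 244 CPM between Days 10 and 12 (log2 fold change 1.86 (SE 0.16, adjusted p = 1.33e-11)) and PFN1 from 1262 ± 143 to 3009 ± 1116 CPM (1.25 (adjusted p = 3.05e-08)). ARPC1B rose between Days 8 and 10 (1.41 (adjusted p = 3.25e-09)) and did not change afterwards beyond its spread. CFL2 fell from 48.1 ± 12.7 CPM on Day 10 to 19.8 ± 3.84 CPM on Day 12 (-1.28 (adjusted p = 1.9e-09)). ABLIM1 was at 2.63 ± 2.53 CPM on Day 12, and its log2 fold changes of 2.40 (adjusted p = 0.00175) and 1.56 (adjusted p = 0.0158) did not pass the FDR of 0.001. DESeq2 and the robust GLM called its rise from Day 8 to Day 10.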

With reference to porcine embryos, the filamentous actin cytoskeleton reassembly is rather outstanding in the early pregnant stage implying that compaction and blastogenesis are activated during the preimplantation period [30]. 

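CKAP4 had 12.7 ± 2.41 CPM on Day 8, 10.0 ± 1.94 CPM on Day 10 and 43.8 ± 14.2 CPM on Day 12, a log2 fold change of 2.13 (SE 0.17, adjusted p = 2.55e-12) for the last interval. Female d12_f_271 of Day 12 was at 16.4 CPM, below the 34.4 to 65.2 CPM of the other Day 12 embryos and above every Day 10 embryo. On Day 8 male d08_m_121 had the highest level, 19.1 CPM.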

Herein, we report that the gene coding for cytoskeleton associated protein 4 (CKAP4) revealed highest expression on Day 12 suggesting that stage-specific changes in actin organization occur between Days 8 and 12 of pregnancy. This is consistent with the formation of cytoskeletal elements occurring during mouse embryo preimplantation stage [31]. On the other hand, the low expression of genes coding for two major cytoskeletal proteins (desmin (*DES*) and vimentin (*VIM*)) was observed. 

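DES was at 0.422 ± 0.189 CPM, 0.353 ± 0.0632 CPM and 1.68 ± 0.921 CPM on Days 8, 10 and 12, and its mean over the 30 embryos lay above that of 7.40% of the 13103 genes. The rise to Day 12 had a log2 fold change of 2.23 (SE 0.33, adjusted p = 6.5e-07).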

The expression of *VIM* was greater in Day 12 conceptuses compared to Day 8 and 10 conceptuses, which is in line with previously observed VIM protein patterns indicating that mesodermal differentiation and migration activities are greater during the filamentous stage [32–34]. 

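The level of VIM was 0.712 ± 0.448 CPM on Day 8, 1.29 ± 0.786 CPM on Day 10 and 4.45 ± 5.12 CPM on Day 12. The rise from Day 10 to Day 12 (log2 fold change 1.75 (SE 0.51, adjusted p = 0.00412)) did not pass the FDR of 0.001 in the quasi-likelihood test. DESeq2 gave an adjusted p of 0.000793 for it and the robust GLM 0.00342.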

Though DES and VIM proteins were confirmed to be expressed dynamically, their transcripts were kept a low level based on the present results. Though DES and VIM regulating filaments were found not to be essential for embryo development, the cytokeratin formation is an initial step for the epithelium differentiation [31]. A *DES* and *VIM* co-expression may exist to make up the insufficient filament protein production in developing embryonic tissue [35].

The majority of genes regulating the cell differentiation, growth and movement were expressed highly on Day 12. As indicated in Fig. 2b, the total number of activated genes increased gradually along developmental progression suggesting that Day 12 of pregnancy is a critical period with more pathways and functions involved in embryo elongation. Meanwhile, the expressions of some genes reached the peak on Day 10, like *KRT*, *MDK* that are responsible for blastocyst formation [36] and embryo survival [37].

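KRT8 reached 24502 ± 3358 CPM on Day 10, from 12248 ± 1019.8 CPM on Day 8, and fell to 10225 ± 3261 CPM on Day 12 (log2 fold changes 1.00 (adjusted p = 1.33e-07) and -1.26 (adjusted p = 7.87e-10)). From the number of genes activated along development (Fig. 2b), the paper proposes that Day 12 is a critical period, with more pathways and functions taking part in the elongation of the embryo.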

### Genes related to embryo development

It is known that the transformation of morphology is essential for embryo survival as the increased placental surface area can improve the nutrient exchange between the conceptus and the uterus [2]. Lipids are not only components of cellular membrane and cytoplasm but also of great importance in producing energy that is essential for proper embryo development [38]. 

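FABP3 rose from 797 ± 76.6 CPM on Day 8 to 1683 ± 499 CPM on Day 10 and fell to 748 ± 96.7 CPM on Day 12 (log2 fold changes 1.08 (adjusted p = 2.76e-08) and -1.17 (adjusted p = 2.59e-09)). ELOVL6 went from 198 ± 27.0 to 1424 ± 699 and back to 277 ± 66.8 CPM (2.84 (adjusted p = 3.59e-12) and -2.36 (adjusted p = 4.37e-11)). In both genes every Day 10 embryo lay above every embryo of the other days. ACSL3 followed the same course with a wide spread on Day 10, 1019 ± 808 CPM (4.28 (adjusted p = 8.15e-11) and -2.59 (adjusted p = 1.51e-07)). LPL was at 6.12 ± 4.16 CPM on Day 10, and its log2 fold changes of 2.35 (adjusted p = 0.00143) and -1.73 (adjusted p = 0.0118) did not pass the FDR of 0.001, whereas the robust GLM called both.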

Genes related with lipid biosynthetic process, such as lipoprotein (*LPL*) and acyl-CoA synthetase long chain family member 3 (*ACSL3*), were found to be expressed in the present study, especially fatty acid binding protein 3 (*FABP3*) and ELOVL fatty acid elongase 6 (*ELOVL6*), which reached a peak on Day 10. As reported previously, the content of lipids in pig embryos was markedly decreased in the late blastocyst stage [38], which proves that the energy for embryo development from Day 8 to Day 10 is provided by lipid synthesis and metabolism. As the embryo achieves a more advanced development from Day 10 onwards, genes involved in the category of energy production were rationally downregulated on Day 12.

Significant different gene expression of *KRT8* and *KRT18* were found between bovine morula and blastocyst embryos indicating their roles in blastocyst formation and embryo implantation [39]. The latter, KRT18 mRNA and protein were confirmed to be differentially expressed in bovine embryo development and it was regarded as a marker for blastocyst formation [36]. 

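KRT18 had 10075 ± 637 CPM on Day 8, 16628 ± 2277 CPM on Day 10 and 3585 ± 1969.8 CPM on Day 12. Between Days 10 and 12 it fell by a log2 fold change of -2.21 (SE 0.19, adjusted p = 2.4e-11), without overlap between the embryos of the 2 days.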

The present findings were in line with a previous report that expression of *KRT18* mRNA was decreased in the filamentous conceptus compared with the ovoid conceptus, implying that *KRTs* play a role in trophectoderm development [40]. The neurite growth-promoting factor, midkine (MDK) protein is a developmentally regulated heparin binding cytokine that is induced by retinoic acid [41, 42]. 

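MDK was at 338 ± 41.0 CPM on Day 8, at 1557 ± 475 CPM on Day 10 and at 219 ± 103 CPM on Day 12 (log2 fold changes 2.20 (SE 0.21, adjusted p = 3.2e-10) and -2.83 (SE 0.21, adjusted p = 7.31e-13)). The lowest Day 10 embryo, with 841 CPM, was above every embryo of the other days.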

The *MDK* transcripts reached at a peak in the Day 10 conceptus of our study suggesting that it may be associated with extra-embryonic tissue development from Day 8 to Day 10 [40] rather than the tissue remodeling from Day 10 to Day 12. The genes under similar regulations between porcine and ovine elongating embryos (as shown in Fig. 6), revealing the conserved DEGs in two species. While the opposite regulated genes from these two species may likely indicate the distinct pathways that facilitate embryo elongation in pig different from sheep.

The genes involved in nutrient requirements displayed stage-specific expression. For example, Day 10 embryos required more energy reflected by the high gene expression coding for lipid and energy synthesis. In addition, novel and stage-specific genes transcripts were discovered regarding estrogen and embryo development.

### Genes related to embryo-maternal interaction

Seven integrin alpha genes (*ITGA2*, *ITGA3*, *ITGA5*, *ITGA6*, *ITGA9*, *ITGA10*, and *ITGAL*) and five integrin beta genes (*ITGB2*, *ITGB3*, *ITGB5*, *ITGB6*, and *ITGB8*) were notably differentially expressed. 

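All 12 of these integrin genes were in the table, and the quasi-likelihood test called each in at least 1 of the 2 intervals except ITGB8. From Day 8 to Day 10 it called 3 of them as lower, and the robust GLM called 2. ITGA5 (527 ± 71.3 to 261 ± 47.6 CPM) and ITGA9 (2.77 ± 1.25 to 0.656 ± 0.228 CPM) fell from Day 8 to Day 10, with log2 fold changes of -1.01 (adjusted p = 2.46e-05) and -2.05 (adjusted p = 8.16e-07), and were not called afterwards.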

A higher abundance of *ITGA3*, *ITGB6*, and *ITGB8* was identified on Day 10 compared with Day 8. However, expression level of nine integrin genes (including *ITGA2*, *ITGA3*, *ITGA6*, *ITGA10*, *ITGAL*, *ITGB2*, *ITGB3*, *ITGB5*, and *ITGB6*) higher abundant at Day 12 compared to Day 10. 

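ITGA3 rose from 0.753 ± 0.323 on Day 8 to 4.34 ± 2.87 CPM on Day 10 (log2 fold change 2.51 (SE 0.33, adjusted p = 1.95e-07)). ITGB6 and ITGB8 were near the detection limit. ITGB6 was at 0.392 ± 0.645 CPM on Day 10 (log2 fold change 4.23 (adjusted p = 0.000119)), and on Day 8 its counts were those of 1 embryo, male d08_m_103, with 4 counts. ITGB8 was at 1.01 ± 1.50 CPM, and its log2 fold change of 2.49 (adjusted p = 0.0205) was not called by the quasi-likelihood test. The same Day 8 male had 48 ITGB8 counts, or 1.32 CPM, against at most 0.0939 CPM in the other Day 8 embryos. The robust GLM gave a log2 fold change of 4.17 and called ITGB8.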

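From Day 10 to Day 12, 7 of the integrin genes were called as higher: ITGA2 (log2 fold change 1.85 (adjusted p = 0.000157)), ITGA3 (1.69 (adjusted p = 1.67e-05)), ITGA6 (1.53 (adjusted p = 4.89e-06)), ITGAL (1.46 (adjusted p = 1.34e-07)), ITGB2 (6.69 (adjusted p = 1.54e-10)), ITGB3 (2.05 (adjusted p = 9.22e-06)) and ITGB5 (1.94 (adjusted p = 6.7e-11)). The spread on Day 12 was wide for ITGB2, at 18.6 ± 25.1 CPM. ITGB6 rose without a call (0.81 (adjusted p = 0.239)), and the robust GLM called it. ITGA10 fell from 3.59 ± 0.980 CPM to 1.67 ± 0.459 CPM, a log2 fold change of -1.10 (SE 0.19, adjusted p = 6.57e-06). ITGB3 had 1 low embryo on Day 10, female d10_f_433, and ITGB5 had 1 high embryo on Day 8, male d08_m_121. Under library size alone the directions between Days 10 and 12 were the same, and ITGA10 was not called.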

Integrins have been recognized as cell surface adhesion receptors [43]. According to the network of ligand receptor-mediated multicellular signaling from the FANTOM5 database of human cells [44], the ligand of integrin has been located in the endometrium on Day 12 of pregnancy in pigs [45, 46]. The expression of integrins with the detection of their ligands indicates the role of cell adhesion taking place in the maternal-embryo crosstalk, especially on Day 12, a time with an intensive embryo-maternal interaction.

A number of genes coding gap junction protein (GJA1, GJB1, GJB3, GJB5) were highly expressed, especially on Day 12. 

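GJA1 rose from 6.93 ± 2.57 CPM on Day 10 to 839 ± 277 CPM on Day 12 (log2 fold change 6.91 (SE 0.26, adjusted p = 7.27e-20)) and GJB1 from 23.4 ± 4.91 to 133 ± 73.2 CPM (2.50 (adjusted p = 2.93e-10)), both without overlap. GJB5 was at 48.1 ± 17.7 CPM and 36.1 ± 9.39 CPM on these days (-0.42 (adjusted p = 0.0362)) and was not called. Its mean over the 30 embryos was above that of 63.0% of the genes.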

Gap junction is a complex of proteins locating distinctly on the plasma membrane of bordering cells to establish the intercellular connection [47]. 

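The mean of PNN over the 30 embryos lay above that of 80.3% of the 13103 genes.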

The gene coding desmosome associated protein, *PNN*, was likewise among the highly expressed transcripts in the present study. Desmosomes were reduced in the mouse uterine epithelium during the preimplantation revealing that the reduction in desmosome adhesion contributes to embryonic-penetration in luminal epithelium [48]. In contrast to the invasive implantation in mouse, a high expression of *PNN* was observed in all three stages of development under investigation, which leads us to assume that there was no penetrating process due to the specific non-invasive implantation in pigs. 

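PNN had 98.7 ± 14.4 CPM on Day 8, 73.6 ± 16.0 CPM on Day 10 and 65.5 ± 8.42 CPM on Day 12, and neither interval was called (log2 fold changes -0.42 (adjusted p = 0.00131) and -0.17 (adjusted p = 0.181)). On Day 8 male d08_m_103 was the highest of the 30 embryos at 136.1 CPM, against 85.0 to 102 CPM in the other Day 8 embryos. The direction between Days 10 and 12 changed with library size alone as the scaling.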

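TJP1 was at 241 ± 17.1 CPM, 287 ± 37.0 CPM and 317.7 ± 120.1 CPM on Days 8, 10 and 12, and its changes were within the spread (log2 fold changes 0.26 (adjusted p = 0.195) and 0.15 (adjusted p = 0.466)). TJP3 rose to 80.7 ± 20.1 CPM on Day 10 (1.11 (adjusted p = 9.64e-08)) and was lower, at 53.9 ± 14.7 CPM, on Day 12 (-0.58 (adjusted p = 0.000652)).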

In our study, genes coding tight junction proteins (TJP1, TJP2), and *TJP3* were upregulated, which are produced by embryonic cells during preimplantation period and act as a tight junction for polarized transporting, and intercellular integrity and signaling [49].

The expression of *IL1B* in the embryo during the preimplantation was reported with dynamic changes, however, the pattern currently seems to be controversial. Ross et al. reported that the expression of *IL1B* was increasing from Day 10 to Day 12 along with the embryo elongation [12]. Another related study showed that the level of *IL1B* mRNA of porcine conceptus was decreased on Day 12 when compared with Day 11 [50]. 

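The gene IL1B (NCBI gene 397122, chromosome 3 of Sscrofa11.1, 43670126 to 43677125) was at or under 3 counts in every Day 8 embryo. On Day 10 it reached 809 ± 557 CPM, at least 4169.6-fold higher, and on Day 12 it was at 2.74 ± 8.39 CPM (log2 fold change -8.11 (SE 1.15, adjusted p = 4.63e-07) from Day 10). The Day 10 mean hides 1 embryo without the rise in IL1B: male d10_m_435 had 0.456 CPM, while the other 9 embryos had 50.3 to 1827 CPM. The same male had 3637 CPM of IL1B2, against at most 6.77 CPM in a Day 8 embryo, so IL1B2 did rise there. On Day 12 male d12_m_307 had 26.6 CPM and the other embryos at most 0.669 CPM. The robust GLM, which gives less weight to values far from the others, returned a log2 fold change of -13.80 from Day 10 to Day 12. IL1B and IL1B2 are near-identical copies, so the deposited counts may divide shared reads between them.

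**Figure D3:**
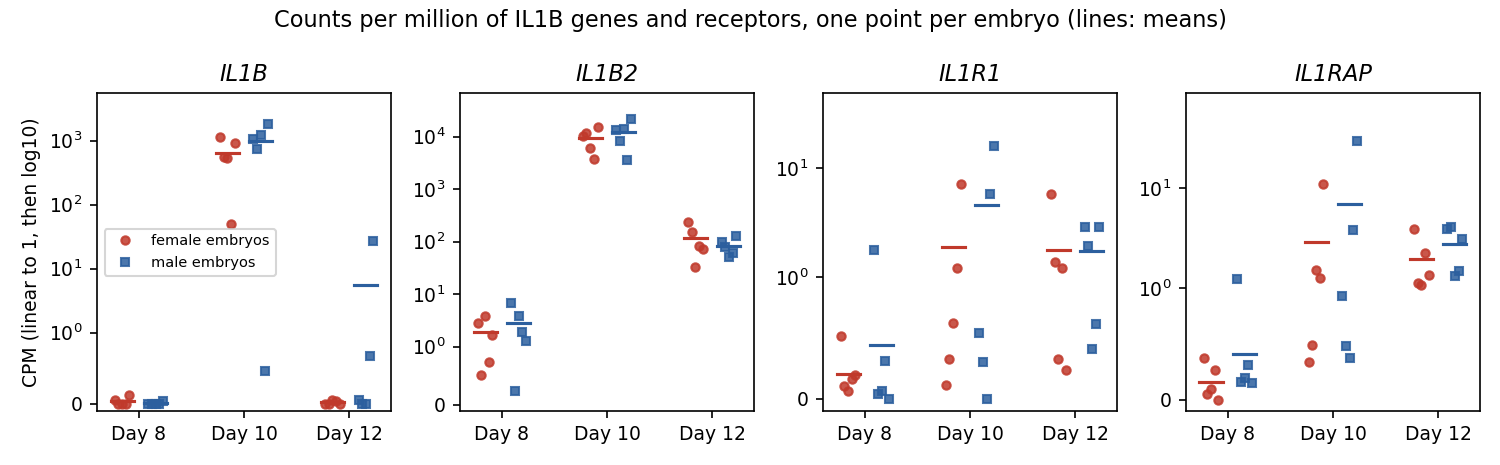
CPM of IL1B, IL1B2, IL1R1 and IL1RAP in each of the 30 embryos by day, on a symmetric log axis. Points are single embryos and the lines give the mean of 5 embryos of a day and sex. IL1B rises to a mean of 809 CPM on Day 10 with male d10_m_435 left near 0.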

Similar to the later, we noticed that transcripts of *IL1B* mRNA reached a peak on Day 10 compared to Days 8 and 12. It has been shown that IL1 was induced by estrogen and progesterone, while high levels of estrogen and progesterone could inversely inhibit IL1 secretion [51, 52]. Therefore, we propose that from Days 8 to 10, the increasing secretion of estrogen by the elongating conceptuses most likely stimulates *IL1B* expression. However, the large amount of accumulated estrogen on Day 12 thereafter inhibit *ILIB* transcription. *IL1B* has a unique form in pig conceptuses, namely *IL1B2,* which was highly expressed on Day 10. 

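IL1B2, without a chromosome in the gene table, had 2.35 ± 2.01 CPM on Day 8, 10811 ± 5731 CPM on Day 10 and 99.4 ± 59.5 CPM on Day 12 (log2 fold changes 12.13 (SE 0.62, adjusted p = 6.24e-16) and -6.77 (SE 0.50, adjusted p = 5.7e-13)). Its lowest Day 10 embryo had 3637 CPM. From the peak of IL1B on Day 10 and earlier reports on estrogen, the paper proposes that estrogen from the conceptuses first stimulates, and on Day 12 inhibits, its transcription.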

Though interleukin 1 receptor type 1 (*IL1R1*) and interleukin 1 receptor accessory protein (*IL1RAP*), receptors for the IL1B-signaling system, were found low expression from Day 8 to 12. 

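IL1R1 was at 0.323 ± 0.535 CPM, 3.22 ± 5.19 CPM and 1.77 ± 1.73 CPM on Days 8, 10 and 12, and IL1RAP at 0.283 ± 0.354 CPM, 4.95 ± 9.19 CPM and 2.37 ± 1.27 CPM. IL1RAP was called as higher on Day 10 than on Day 8 (log2 fold change 4.02 (adjusted p = 6.38e-05)), and IL1R1 was not (3.21 (adjusted p = 0.00288)) except with the robust GLM and DESeq2. The Day 10 embryos ranged from 0 to 16.1 CPM for IL1R1 and from 0.339 to 29.4 CPM for IL1RAP. The change to Day 12 was within the spread for both and had the opposite sign with the robust GLM.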

The *IL1B* of the embryo together with *IL1R1* and *IL1RAP* initiate the IL1B-signaling system plays an important role in implantation by regulating expression of endometrial genes for prostaglandin (PG) synthesis [53].

Along with morphological changes, expression patterns indicate the intimate dialogue between endometrium and embryo. Over time, the communication intensity increases indicated by the increased expressions of various genes involved in the cell surface adhesion and gap junction.

### The maternal recognition of pregnancy on Day 12

The rapidly elongated embryo secretes large amount of estrogen on Day 12, which initiates the maternal recognition of pregnancy in pigs. Expression of estrogen receptor has been described in the endometrium of sows during early pregnancy [54]. Cytochrome P450 family members are involved in estrogen synthesis and metabolism [55, 56]. 

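CYP11A1 rose from 232 ± 34.3 CPM on Day 8 to 1146 ± 505 CPM on Day 10 and fell to 387 ± 129.9 CPM on Day 12 (log2 fold changes 2.31 (adjusted p = 4.4e-10) and -1.57 (adjusted p = 2.12e-07)). CYP17A1 went from 0.702 ± 0.369 to 5433 ± 4629.6 and 92.0 ± 52.0 CPM (12.89 (SE 0.70, adjusted p = 1.99e-15) and -5.88 (SE 0.52, adjusted p = 2.72e-11)). CYP19A1 was at or under 3 counts in every Day 8 embryo, reached 1854 ± 1333 CPM on Day 10, at least 9556-fold higher, and fell to 45.2 ± 29.5 CPM on Day 12 (-5.35 (SE 0.51, adjusted p = 1.65e-10)). Its neighbours CYP19A2 and CYP19A3 are near-identical copies that may share reads with it, and they fell by log2 fold changes of -5.54 and -5.03 from Day 10 to Day 12. CYP2C18, CYP2S1 and CYP4F22 were not analysed here.

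**Figure D4:**
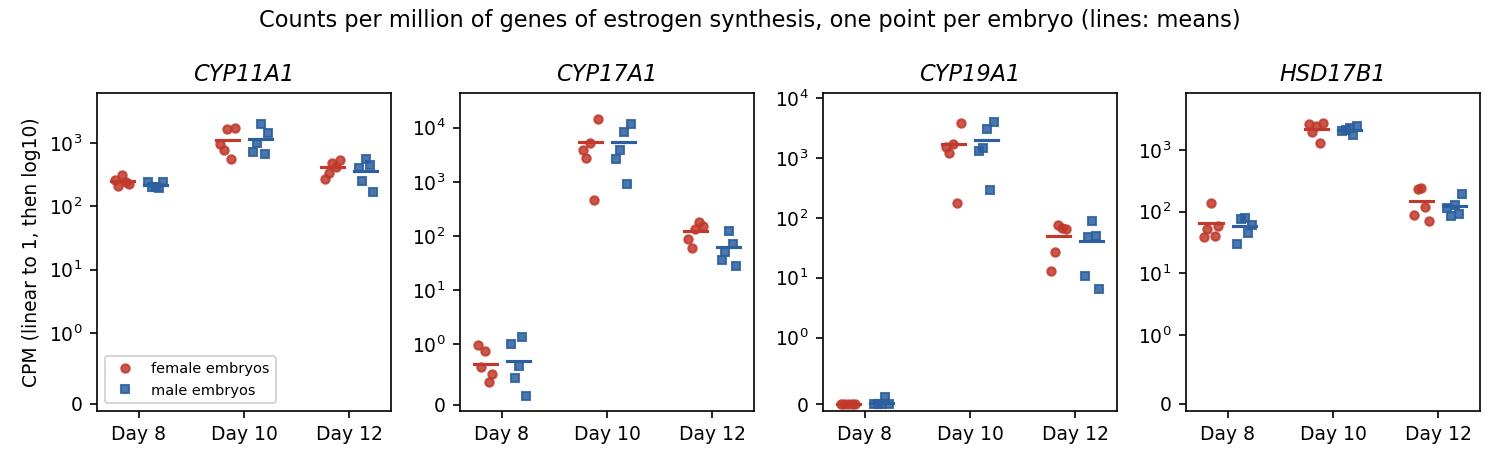
CPM of CYP11A1, CYP17A1, CYP19A1 and HSD17B1 in each of the 30 embryos by day, on a symmetric log axis. Points are single embryos and the lines give the mean of 5 embryos of a day and sex. Each gene has its highest mean on Day 10, at 1146, 5433, 1854 and 2164 CPM.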

In the current study, a number of genes coding specific CYP members, i.e. CYP11A1, CYP17A1, CYP19A1, CYP2C9, CYP2C18, CYP2S1, and CYP4F22 were identified as DEGs specifically on Day 12. Hydroxysteroid 17-beta dehydrogenase 1 (*HSD17B1*) catalyzes cholesterol to estrogen in endometriosis [57], and is massively expressed in the trophectoderm rather than in the embryonic disc of the porcine conceptus tissue on the day 12 [58]. 

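HSD17B1 was at 61.5 ± 30.5 CPM on Day 8, 2164 ± 444 CPM on Day 10 and 137 ± 62.8 CPM on Day 12 (log2 fold changes 5.14 (SE 0.28, adjusted p = 1.99e-15) and -3.98 (SE 0.26, adjusted p = 4.76e-14)), and the lowest Day 10 embryo, with 1273 CPM, was above every embryo of the other days.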

Compared with Day 10, the expression of *HSD17B1* was decreased on Day 12, suggesting that HSD17B1 secreted from the trophectoderm was not the most important component in the estrogen synthesis. 

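Of 10 phospholipase A2 genes in the table, 4 were higher and 6 lower on Day 12 than on Day 10, with PLA2G6 changing direction under library size alone. Called as higher were PLA2G4A, from 8.63 ± 3.23 to 26.7 ± 13.7 CPM (log2 fold change 1.63 (SE 0.25, adjusted p = 1.36e-06)), and PLA2G12B, from 2.34 ± 0.985 to 18.5 ± 7.97 CPM (2.97 (SE 0.28, adjusted p = 1.15e-10)). PLA2G16 was called as lower (-1.54 (adjusted p = 4.29e-05)). PLA2G4F and PLA2G7 were higher without a call, and for PLA2G4F the Day 8 male d08_m_103 lay above the other embryos of its day at 46.3 CPM.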

Phospholipase A2 family members (*PLA2s*), the key enzymes for the release of PG precursor molecules [59], were upregulated in the embryos on Day 12. In contrast, endometrial *PLA2s* were described as downregulated on Day 12 in pigs [46]. The differential expression of *PLA2s* in embryos and endometrial cells point towards the regulation of the corpus luteum maintenance via PG. 

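SLCO2A1 fell from 15.8 ± 4.79 CPM on Day 8 to 1.86 ± 0.604 CPM on Day 10 (log2 fold change -3.09 (SE 0.34, adjusted p = 8.24e-09)) and was at 4.24 ± 2.70 CPM on Day 12. The rise from Day 10 to Day 12, 1.20 (SE 0.33, adjusted p = 0.00219), did not pass the FDR of 0.001 in the quasi-likelihood test and passed it in DESeq2 and the robust GLM.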

The transporter of PGs, the solute carrier organic anion transport family member 2A1 (*SLCO2A1*) mRNA was upregulated in the embryos on Day 12 compared with Day 10. The large amount of estrogen secreted from the embryos could stimulate the endometrium to switch the secretion of PG from endocrine to exocrine. Taken together, the genes involved in estrogen secretion and regulation of PG synthesizing, metabolizing and transporting proteins revealed a complex pattern of maternal recognition of pregnancy.

### DEGs between female and male

Dosage compensation for X-linked genes occurs by inactivating one X chromosome in the female during embryonic development, the event of which is highly conserved in the mammal and essential for embryogenesis [60]. The current findings revealed a number of differentially expressed genes between female and male pig embryos, namely 137, 37, and 56 on Day 8, 10, and 12, respectively. Distributing the gene location on the chromosomes, 100, 19, and 11 genes were X-linked DEG on the respective days. In bovine blastocysts, more DEG, namely 382 genes, were detected between female and male embryos, from which 218 genes were X-linked [21]. In previous study, around 600 DEG were discovered in between female versus male mouse blastocysts using transgenesis and microarray analyses [61]. Thus, less X-linked genes were detected in pigs than mouse and cows. Sex chromatin as a part of the X chromosome was first detected at the blastocyst stage with 45 cells in porcine embryos, which was an approximate guide to the presence of an inactive chromosome [62]. This could also be a reason that XCI started partially before Day 8 in porcine embryos. Additionally, the majority of the upregulated genes in female embryos were X-linked on Day 8, similar to the results observed in bovine [21]. 

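Of the X-linked genes tested on Day 8, 302 or 80.3% had a higher mean in female embryos, against 43.1% of the autosomal genes.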

Despite that parts of the X-linked genes were not differentially expressed before Day 8, our results still provide the evidence that 81 X-linked gene expression are changed between male and female embryos from Day 8 to Day 10, and eight from Day 10 to Day 12. Therefore, the data allow the assumption that XCI probably proceeds gradually and causes the decreasing of X-linked DEG from Day 8 to Day 12.

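With the quasi-likelihood calls, 46 X-linked genes were DEG on Day 8 and not on Day 10, and 14 were DEG on Day 10 and not on Day 12. Both days shared 12 X-linked DEG in the first pair and 0 in the second. A call on one day and none on another does not show that the sex difference of a gene changed, and the quasi-likelihood test of that change called 0 genes from Day 8 to Day 10.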

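A level of the X chromosome that does not depend on calls was computed for each embryo as the mean log2 CPM over X-linked genes minus the mean over autosomal genes, in the table of the day. On Day 8 it was -0.27 ± 0.076 in female and -0.54 ± 0.028 in male embryos, a difference of 0.27 (exact two-sided permutation test of 5 against 5 embryos, p = 0.00794, the smallest that this design allows), with every female embryo above every male embryo. Day 10 gave -0.27 ± 0.036 in female and -0.38 ± 0.022 in male embryos and a difference of 0.11 (same exact test, p = 0.00794), and again the sexes did not overlap in the table of the day. In the table of all embryos the Day 10 difference was 0.0786 (exact test, p = 0.0159), with 4 of 5 females above every male. The tables of single days hold different genes, so their levels are not compared between days. On Day 12 the level was -0.33 ± 0.095 in female and -0.40 ± 0.066 in male embryos, a difference of 0.077 within the spread (exact test, p = 0.190). Over genes with a mean of at least 10 CPM the Day 12 difference was 0.14 and passed the exact test (p = 0.00794). The change of the difference itself was -0.15 from Day 8 to Day 10 (exact permutation of sex labels within days, p = 0.0945) and -0.18 from Day 8 to Day 12 (p = 0.0643) in the table of all embryos. These relabelings carry the sex difference of each day and are a weak test of a change. A permutation of residuals, chosen after the data were seen, gave p = 0.00189 and 0.00691, with p up to 0.170 and 0.0184 over 4 ways to compute the level. From Day 8 to Day 10, 0 of 18 autosomes changed as much, and from Day 8 to Day 12, 2 did. The paper reasons from the falling number of X-linked DEG that XCI probably proceeds gradually from Day 8 to Day 12.

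**Figure D5:**
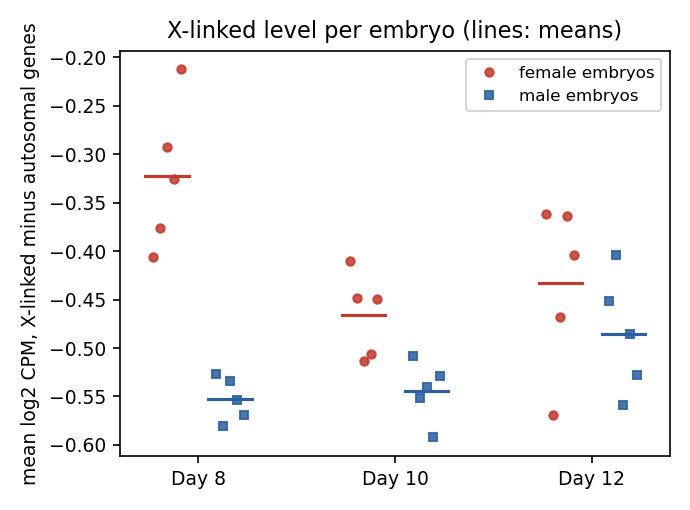
X-linked level (mean log2 CPM of X-linked minus autosomal genes) of each of the 30 embryos by day and sex, from the same genes on each day. Points are embryos and the lines give the mean over 5. Female means are -0.32, -0.47 and -0.43 on Days 8, 10 and 12, and male means -0.55, -0.54 and -0.49.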

Prior to the initiation of XCI, all X-linked genes should be present as 2-fold dose in females [63]. In fact, most X-linked genes determined here were less than two-fold expressed in female embryos on Day 8 compared to males. 

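On Day 8 the X-linked genes tested had a median fold of 1.19 in female over male embryos, and the autosomal genes 0.988. Of the X-linked genes with a higher mean in females, 293 or 97.0% were less than 2-fold higher. Among the X-linked DEG the median fold was 1.53, and 55 were less than 2-fold higher.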

The housekeeping X-linked gene glucose-6-phosphate dehydrogenase (*G6PD*) has been considered as a potential candidate involved in sex difference [64]. In our findings, *G6PD* transcripts were high abundant, but only 1.5-fold in female embryos on Day 8 compared to males. Moreover, *G6PD* was not differentially expressed on Days 10 and 12. Previous studies reported that inactivation of paternal X-linked genes was often incomplete, which is associated with the specific locus, species, and tissue, respectively [65, 66]. In addition, it is known for many years that sex chromatin and late replication of a X chromosome do not occur in all cells of the embryo at the same time [67]. This is likely the reason for most genes on X chromosomes being differentially expressed on Day 8 and no difference observed on Days 10 and 12. Functional annotations for the sex-based DEGs and X-linked DEGs revealed that the majority of functional categories were attributed by the DEGs on the X chromosome rather than the autosome on Day 8. Neither on Day 10 nor Day 12, significant functional categories were detected, indicating that the compensation on the X chromosome has balanced the difference between female and male embryos. Overall, based on the comparison of X-linked genes between female and male preimplantation embryos, the number of DEG on X chromosome were decreasing along with the progression of pregnancy. These finding suggested that the compensation between female and male has occurred before Day 8, and would persist until Day 12 with most X-linked genes expressed with similarity between male and female embryos.

## Conclusion

In conclusion, we identified comprehensive transcriptome changes associated with embryo elongation, development, and embryo-maternal interaction during the preimplantation period. A number of biological processes and pathways with temporal changes were revealed governing the embryonic cell movement and remodeling to form the elongated embryo. Genes involved in cell communication and adhesion were highly expressed on Day 12, which indicates the increased interaction between the mother and embryo. Bioinformatics analyses of gene expression between female and male embryos showed that a number of X-linked genes were differentially expressed on Day 8. These DEGs disappeared gradually along with the embryo elongation on Days 10 and 12. The latter findings suggest that dynamic changes of transcriptome on the X chromosome may reveal the changed dosage compensation between sexes before embryo implantation in pigs.

## Methods

The animal experiment was conducted in Freising, Germany and approved by the District Government of Upper Bavaria and were in accordance with the accepted standards of humane animal care in Germany.

### Animal experiment

The animals were owned and kept at the Research station “Thalhausen” of the Technical University of Munich, Freising, Germany. Twelve German Landrace × Pietrain crossbred gilts were cycle synchronized using Altrenogest ReguMate® for twelve days, then Intergonan® (PMSG) at 750 iU was applied once in the following evening, and Ovogest® (human chorion gonadotropin) at 750 iU was applied once 3.5 days later. The next day (day 0), all animals were inseminated with sperm of the same single Pietrain boar. The animals were slaughtered in a commercial slaughterhouse. Four gilts were slaughtered by stabbing in the neck for bloodletting after anesthesia each on Days 8, 10, and 12 post insemination, respectively. The respective gilts were randomly assigned to the date of slaughtering. The reproductive tracts were collected immediately after slaughter.

### Embryo collection

The complete embryos (including embryonic disc and trophectoderm cells) were flushed from the uterus using 10 ml of phosphate-buffered saline (PBS, pH 7.4) per horn, and then were transferred into a petri-dish containing PBS for morphological observation. All embryos were then individually shock-frozen in liquid nitrogen immediately and stored at − 80 °C for further DNA and RNA analyses.

### DNA sex determination and RNA-seq library preparation

All embryos underwent total DNA and RNA extraction using the AllPrep DNA/RNA Micro Kit (Qiagen, Valencia, CA, USA) according to the manufacturer’s recommendation. The integrity and the quantity of the RNA were assessed on the Agilent 2100 Bioanalyzer (Agilent Technologies, Waldbronn, Germany). 

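The sex given for each embryo was checked against the Y-linked genes in the deposited counts. The Y-linked gene EIF1AY had at most 1 count in any of the 15 female embryos and 622 to 1676 counts in the 15 male embryos. Of 23 Y-linked genes in the table, 20 were above 3 counts in every male embryo, and 7 were at or under 3 counts in every female embryo. The others had counts in female embryos as well. Some of these were near equal in both sexes and do not mark sex, such as CD99 (12.1 CPM in males and 10.5 in females) and DHRSX (3.71 and 3.86). Y-linked genes with an X-linked copy of similar sequence may receive its reads. Whether this holds for each such gene was not tested.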

The DNA samples were used for sex determination by measuring relative gene expression with quantitative real-time PCR (qPCR). Gene-specific primers (SRY and Histone genes) were designed with online tool NCBI Primer-BLAST (see Additional file 6: Table S6). The amplification products were obtained from qPCR with reaction mixture including 2 × FastStart Universal SYBR Green Master 10 μl, DNA 1 μl, forward primer 0.6 μl, reverse primer 0.6 μl, and add water to 20 μl. The following qPCR program: 95 °C for 10 min, amplification for 40 cycles at 95 °C for 15 s and 60 °C for 60 s, and ∆Ct value method was used for relative quantification.

We then randomly selected 5 embryos per time point and sex of high RNA quality (RIN > 8) for RNA-seq. After RNA extraction, 100 ng total RNA was used as input for the Illumina TruSeq Stranded mRNA library construction (Illumina Inc., San Diego, CA, USA) regarding the manufacturer’s recommendation. Briefly, RNA was fragmented and random primers were hybridized for cDNA synthesis. The resulting cDNA was followed by 3′ adenylation and adapter ligation. Finally, PCR amplification was performed with the subsequent protocol (98 °C for 30 s; 15 cycles of 98 °C for 10 s, 60 °C for 30 s, 72 °C for 30 s; 72 °C for 5 min). Library quality control was performed with Agilent 2100 Bioanalyzer (Agilent Technologies, Waldbronn, Germany), followed by sample pooling. Finally, pooled libraries was sequenced as 100-bp single-end on the HiSeq 2500 (Illumina Inc.) platform.

### RNA sequencing data analysis

Analysis of RNA-seq data was performed using a locally installed version of Galaxy [68]. Raw reads were quality trimmed with Trim Galore and 3 bp were removed from the 5′ end of each read. All sequences were mapped to the *Sus scrofa* genome (version 11.1) from NCBI (ftp://ftp.ncbi.nih.gov/genomes/Sus_scrofa/GFF) and filtered by CPM cutoff. The resulting read count table with CPM was used for statistical analysis in EdgeR to identify differentially expressed genes (DEG) by using GLM robust method [69]. 

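The robust GLM was also fitted to the tables of a day. It called all 137, 37 and 56 genes that Additional file 5 lists for Days 8, 10 and 12, and it called others that are not listed. Across the listed genes, which are not independent replicates, its log2 fold changes and those of the paper had a correlation of 1.00 on each day. The quasi-likelihood test gave all listed genes the same direction and called 75, 23 and 15 of them.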

The DEG between the female and male embryos were filtered with a false discovery rate (FDR) at 5%, and DEG between the different stages were filtered with FDR < 0.1% and │log2 fold change│ > 1. Hierarchical cluster analysis was performed for preliminary assessments of the number of gene clusters in MultiExperiment Viewer (MeV) [70], then the list of DEGs from three stages were used for Self Organizing Tree Algorithm (SOTA) clustering. Gene ID of DEGs in each cluster were uploaded into DAVID for gene ontology (GO) and pathway analyses [71]. DEGs from individual clusters were analyzed with the online tool Toppcluster (http://toppcluster.cchmc.org) to generate the overview networks between the GO categories and pathways and the *p*-Value cutoff was set at 0.05 then improved on Cytoscape to show the final results [72]. The network of the DEGs involved in the estrogen and prostaglandin signaling pathway was analyzed on online tool GeneMANIA.

## Additional files

Additional file 1: **Table S1.** DEGs across the stages from porcine embryos on Day 8, 10, and 12, respectively.

Additional file 2: **Table S2.** Functional category analyses for genes differentially expressed in each cluster.

Additional file 3: **Table S3.** DEGs involved in signaling pathways of maternal recognition of pregnancy.

Additional file 4: **Table S4.** Comparison of DEGs in the elongating embryos between pigs and sheeps.

Additional file 5: **Table S5.** DEGs between female and male embryos on Day 8, 10, and 12, respectively.

Additional file 6: **Table S6.** Gene-specific primers for SRY and Histone genes.

## Data Availability

All date used in this study have been included in the article and its Additional files. The sequence data (GSE113366) is available at National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE113366).

## Abbreviations

ABLIM1: Actin binding LIM protein 1
ACSL3: Acyl-CoA synthetase long chain family member 3
Arp2/3: Actin related protein2/3
ARPC1B: Actin related protein 2/3 complex subunit 1B
BCAP31: B-cell receptor-associated protein 31
CAPG: Capping actin protein gelsolin like
CFL2: Cofilin 2
CKAP4: Cytoskeleton associated protein 4
COL4A5: Collagen type IV alpha 5 chain
CYP: Cytochrome P450 family members
DEGs: Differentially expressed genes
DES: Desmin
ECM: Extracellular matrix
ELOVL6: ELOVL fatty acid elongase 6
ERK1/2: Extracellular signal-regulated kinase 1/2
FABP3: Fatty acid binding protein 3
FAM155B: Family with sequence similarity 155 member B
FAM3A: Family with sequence similarity 3 member A
FGF: Fibroblast growth factor
FGFR2: Fibroblast growth factor receptor 2
G6PD: Glucose-6-phosphate dehydrogenase
GDF6: Growth differentiation factor 6
GJs: Gap junction protein
GO: Gene Ontology
HSD17B: Hydroxysteroid 17-beta dehydrogenase 1
IGF: Insulin growth factor
IGFBP5: Insulin like growth factor binding protein 5
IL1B: Interleukin one beta
IL1R1: Interleukin 1 receptor
IL1RAP: Interleukin 1 receptor accessory protein
ITGs: Integrin genes
KRTs: Cytokeratins
LPL: Lipoprotein
MAPK: Mitogen activated kinase-like protein
NFKB: Nuclear factors kappa-B
PDGFRA: Platelet derived growth factor receptor alpha
PFN1: Profilin 1
PG: Prostaglandin
PGE: Prostaglandin E2
PGF: Prostaglandin F2α
PGK1: Phosphoglycerate kinase 1
PLET1: Placenta expressed transcript 1
PTGS: PG-endoperoxide synthase
PTGS2: Prostaglandin-endoperoxide synthase 2
RPL10: Ribosomal protein L10
S18: 18S ribosomal RNA
TAZ: Tafazzin
TGFβ: Transforming growth factor beta
TJPs: Tight junction proteins
UBC: Ubiquitin
VIM: Vimentin
XCI: X-chromosome inactivation

# Supplementary material for: Differential transcriptome dynamics during the onset of conceptus elongation and between female and male porcine embryos
**Source:** BMC Genomics. 2019 Aug 28;20:679. doi: 10.1186/s12864-019-6044-z
**Supplement:** Supplementary file 6 — Table S6. Gene-specific primers for SRY and Histone genes.

Gene-specific primers for SRY and Histone genes

| Gene | Primer | |
| --- | --- | --- |
| SRY | forward | GAACGCTTTCATTGTGTGGTC |
|  | reverse | GAAGAATGGGCGCTTTTCGG |
| Histone | forward | AATTAAGACGCAAGTGTTCTGG |
|  | reverse | CCACAGGTTTCCATCATAAGGTC |

How the deposited data were processed for this re-analysis (not part of the article)

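RNA of 30 single pig embryos was sequenced, 5 female and 5 male embryos on each of Days 8, 10 and 12. The authors trimmed the reads with Trim Galore, mapped them to Sscrofa11.1 with the NCBI annotation in Galaxy and removed genes under a CPM cutoff. The aligner, the counting tool and the cutoff are not named in the methods. The deposited values are raw read counts per NCBI gene identifier, with no normalization, in 4 tables: 13103 genes for all embryos and 11405, 11675 and 12220 for Days 8, 10 and 12. Every gene of each table had at least 0.5 CPM in 4 or more embryos. Comparisons between days used the first table and comparisons between sexes the table of their day. Chromosomes and positions came from the gene table of the same assembly. Sex is that given for each sample, and the gilt of each embryo is not given, so litter could not enter any test.

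Total counts ran from 6068212 (Day 12 female d12_f_245) to 34002508. A gene was taken as at the floor at 3 counts or fewer, which is 0.434 CPM in the smallest library after TMM scaling. CPM values use TMM factors, and log2 levels a prior count of 2.

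Tests used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Genes were tested with the edgeR quasi-likelihood F test with robust dispersion, TMM factors and Benjamini-Hochberg adjustment. DEG between days had an FDR under 0.001 and a log2 fold change beyond 1 in 1 fit with 3 day groups, and DEG between sexes an FDR under 0.05, female over male. The SE of a log2 fold change is its size over the square root of F. Interactions of sex and day came from a fit of 6 groups. The X-linked level of an embryo is its mean log2 CPM over X-linked genes minus that over autosomal genes, and the segment is the interval spanned by the 11 X-linked genes of Additional file 5 for Day 12, set against the other X-linked genes. Both were compared by two-sided exact permutation of 5 against 5 embryos (252 splits). Gene density was counted within 500000 bp on either side.

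Genes given one by one are those that the Results and Discussion name, 89 of which were matched by symbol, and per comparison the 5 DEG with the largest rise and the 5 with the largest fall among those without overlap of the groups. Some of these genes are not reported here, and some that the paper names were taken out of this list, and of every count over it, after the results were seen. Apart from the genes taken out, these choices, the tests and the main alternatives were made before the data were examined: the robust GLM that the paper names, DESeq2, RLE factors, library size alone, TMM over autosomal genes, 10 counts in 5 embryos, a mean of 1 CPM, sex as a term, 2 days in the fit, 1 sex, a test against a log2 fold change of 1, other prior counts, and each embryo left out of the comparisons between sexes. Offsets and matched autosomal genes for gene density and span, the permutation of residuals and the count of interactions by unadjusted p were chosen after the data were seen.

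On simulated data with 200 changed genes in each of 3 runs, the quasi-likelihood test recovered 87.2% in the table of all embryos and 76.3%, 59.3% and 37.3% in those of Days 8, 10 and 12, with a mean of 0, 10.0, 5.67 and 4.67 false calls. The robust GLM recovered 92.8%, 83.0%, 71.7% and 54.8% with 1.67, 53.3, 65.0 and 54.3 false calls, and DESeq2 90.7%, 80.7%, 69.5% and 52.7% with 0, 28.7, 35.3 and 29.0. The exact permutation test gave p at or under 0.05 in 6.00% of 300 draws without a difference.

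Gene ontology and pathway sets, SOTA clusters, ToppCluster and GeneMANIA networks were left out, as the software and the gene sets were not at hand and Additional files 1 and 2 were held in part. Reads were not mapped again. Genes with near-identical copies (IL1B and IL1B2, the CYP19A1 copies, RPL10, and the X and Y copies of EIF1A and DDX3) cannot be separated with certainty in the counts.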

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

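The comparisons with autosomal genes matched on gene density and span, the permutation of residuals and the changes of the autosomes, and the direction from Day 8 to Day 10 in the Day 8 embryos, were tests chosen after the result was seen, while those on library depth and on marker genes were set before their results. In 309 groups of 5 or 10 embryos, the embryo at either end was compared with the rest by the Dixon ratio, its gap to the nearest other embryo over the whole range. The ratio was above the 95% limit in 20 groups, and 15.4 are what chance gives, so single cases among them carry little weight. Day 8 male d08_m_103 accounted for 6 of the 20 and Day 8 male d08_m_121 for 4.

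Day 8 male d08_m_103 lay far from the other Day 8 embryos in the mean distance over all genes, 83.1 against 65.2 to 71.9 (ratio 0.624). It was also apart in PNN (ratio 0.614), PLA2G4F (0.503), ITGB8 (0.739), ITGB6 (1, from 4 counts against 0 in the others) and FGF7 (0.607, from 17 counts). Of 13103 genes it was the highest of the 10 embryos for 2374 and the lowest for 2093, where another embryo was the highest for 663 to 1824. Thinning all Day 8 libraries to the smallest argues against uneven counting depth as the whole cause, since the ratio was still 0.596. The embryo lay 19.6% of the way to the Day 10 mean, the others between -4.29% and 4.12%, and a more advanced stage may be part of the pattern. Without that direction the ratio was 0.540, so this direction alone does not account for the distance. For RNA from blood, stroma or uterine epithelium, 9 of 18 marker genes were in the filtered table, and 6 of these (CD74, LAPTM5, POSTN, MUC1, PIGR and ESR1) were above every other Day 8 embryo, MUC1 only just (0.521 against at most 0.509 CPM), while HBB, ACP5 and SPP1 lay within their range. The highest was ESR1 at 1.92 CPM, and POSTN had 1 count. Each of the 9 markers reached higher levels in some embryo of Day 10 or Day 12, so the embryo itself may express them at a later stage. A small share of maternal RNA and a more advanced embryo cannot be told apart from these 6 genes, and the 9 markers removed by the authors' filter leave the question open. Differences between litters stay open too, as the gilt of each embryo is not given.

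Day 8 male d08_m_121 had the highest ITGB5 level, 18.6 CPM against 9.83 to 12.5 CPM in the other Day 8 embryos (ratio 0.622), the highest CKAP4 level (ratio 0.572) and the lowest IGFBP5 level, 0.970 CPM against 1.62 to 2.63 CPM (ratio 0.507). Among the 5 male embryos of Day 8 it had the highest level of the X-chromosome segment over matched autosomal genes, 0.58 against 0.37 to 0.43 on the log2 scale (ratio 0.733). No technical or biological explanation was tested for this embryo.

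IL1B was nearly absent in Day 10 male d10_m_435, 0.456 CPM against 50.3 to 1827 CPM in the other Day 10 embryos (ratio 0.558), and was found in Day 12 male d12_m_307 at 26.6 CPM against at most 0.669 CPM (ratio 0.625). The first library held 10 counts of IL1B and 79694 of IL1B2. Reads shared with IL1B2, a variant of the gene in single animals and a real difference between embryos were not tested and stay open.

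Other single embryos stood apart in genes that the paper names. On Day 8 these were male d08_m_133 in PLET1 (3.51 CPM against 0 to 0.237 CPM, ratio 0.649), female d08_f_129 without a count of IGFBP6 (ratio 0.707) and male d08_m_136 with a low FGFRL1 level (ratio 0.50). On Day 10 they were female d10_f_433 with low ITGB3 (ratio 0.482), female d10_f_454 with low FGF2 (ratio 0.479, from 7 counts), and among the 5 males of that day male d10_m_321 with high FAM3A (ratio 0.825) and male d10_m_453 with low TAZ (ratio 0.838). On Day 12 female d12_f_271 was low in CKAP4 (ratio 0.536). This number of cases is near the number that chance gives, and no biological explanation was tested.

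X-linked genes that the paper does not list were also higher in female embryos on Day 8. Without every gene of Additional file 5, the X-linked level still differed by 0.157 on the log2 scale (two-sided exact permutation test, p = 0.00794), with each of the 5 females above each of the 5 males. The level over all X-linked genes differed by 0.269 with the libraries thinned to the smallest, and by 0.268 after adjustment for the trend with gene density and span. The largest difference of an autosome was -0.0356. These values argue against uneven counting depth, the trend and a shift that any chromosome shows as the whole cause. Thinning cannot remove a library bias that goes with depth. A higher dose of X-linked transcripts in females, which the sex of the embryos gives as a biological explanation, may be behind the difference. It was smaller on Day 10, with p = 0.00189 in a permutation of residuals (0.00145 to 0.170 over 4 settings), and 0 of 18 autosomes changed as much, so a dose that falls after Day 8 may be part of it, as a hypothesis found on the same embryos. From Day 8 to Day 12 the change was -0.178 (permutation of residuals, p = 0.00691, 0.00025 to 0.0184 over the settings). But 2 autosomes changed as much in either direction, 1 of them by 0.218. Over this interval the level thus cannot tell a change of dose from one that autosomes show.

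Genes of the X-chromosome segment that the paper does not list for Day 12 were higher in female embryos than matched autosomal genes, by 0.417 on Day 8 and 0.392 on Day 10 on the log2 scale (two-sided exact permutation tests, p = 0.00794 on both days, the smallest that 5 against 5 allow). With the listed genes included the differences were 0.495 and 0.462. The reference was matched on gene density and span, so a trend with these is argued against on these 2 days. The segment was chosen from these embryos, and a higher dose of the X chromosome in females may account for part of it, as the other X-linked genes were also higher than autosomal genes, by 0.249 on Day 8 and 0.0763 on Day 10 (exact p = 0.00794 and 0.00794).

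The sex difference itself changed between Day 8 and Day 12 for 2863 of 13103 genes at an unadjusted p under 0.05, and for 0 at an FDR of 0.05. The unadjusted count was used because the adjusted one was 0. Of 100 relabelings of sex within days, 2 gave a count as large, the real one included, and the largest count was 3325. From Day 8 to Day 10, 94 of 100 relabelings reached the count of 100, and from Day 10 to Day 12, 12 of 100 reached 2473. DESeq2 called 22 X-linked and 264 other genes from Day 8 to Day 12. The female over male difference was lower on Day 12 in all 22 X-linked genes. It was higher in 196 of the other genes and lower in the rest. Across autosomal genes, which are not independent replicates, the change from Day 8 to Day 12 had a Spearman rho of 0.349 with gene density, so part of it may come from the trend among Day 12 embryos. The score of that trend had a Pearson r of -0.713 with the total count of the Day 12 libraries, and library depth and the embryos cannot be told apart as its origin.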

How the results depend on the processing

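The adjustments for gene density and span and the permutation of residuals were tests chosen after the result was seen, the last one after the planned test had missed 0.05. No paired analysis was possible because the gilt of each embryo is not given. Of 150 other settings of the results that answer a comparison, 111 kept the direction and the side of the threshold, or stayed within 1.5 times a count. Of 120 fits without 1 embryo, 82 did. For each change below the cause was not tested, apart from settings that use fewer embryos, fewer genes or a stricter test by construction.

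The number of DEG between days fell from 1845 to 675 (Days 8 and 10) and from 3050 to 1574 (Days 10 and 12) in a test against a log2 fold change of 1. Female embryos alone gave 977 DEG for Days 8 and 10, and male embryos alone gave 1067 for these days and 2003 for Days 10 and 12. With library size alone the counts were 1838 (1027 higher and 811 lower) and 3287 (2396 and 891). This scaling moved the median log2 fold change of all genes from 0.029 to -0.15 between Days 8 and 10 and from 0.043 to 0.24 between Days 10 and 12. The distance of Days 10 and 12 over that of Days 8 and 10 was 1.21 to 1.33 in the 3 other settings.

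Counts of DEG between sexes depended on the test. The robust GLM gave 156 DEG on Day 8 (101 X-linked), 42 on Day 10 and 101 on Day 12 (17 X-linked). DESeq2 gave 1.3e+02 (100 X-linked, 11 Y-linked and 18 others), 53 (37) and 168 (28). In 1 fit of all embryos there were 36 DEG on Day 8 (22 X-linked) and 2658 on Day 12 (90 X-linked), and with offsets for gene density and span 1 X-linked DEG on Day 12. For the change of the sex difference between days, DESeq2 gave 1 gene from Day 8 to Day 10 and 2.9e+02 from Day 8 to Day 12 (22 X-linked and 264 others), where the quasi-likelihood test gave 0 with 100 and 2863 genes at an unadjusted p under 0.05. Across the 10 fits of a day that each left out 1 embryo, the DEG ran from 44 to 70 on Day 8, 13 to 23 on Day 10 and 14 to 16 on Day 12, and the X-linked DEG from 31 to 57, 1 to 10 and 1 to 3. Both lowest values of Day 8 came without female d08_f_129 and both of Day 10 without male d10_m_318.

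The X-linked level of Day 10 differed by 0.000739 between the sexes without the genes of Additional file 5, against 0.108 with them, and leaving out these genes removes part of the signal by construction. On Day 12 the difference passed 0.05 over genes with a mean of at least 10 CPM (0.136), with the median over genes (0.0783) and without female d12_f_271 (0.114), and not as planned (0.0765). With 1 embryo left out it ran from 0.242 to 0.288 on Day 8, 0.0983 to 0.119 on Day 10 and 0.0564 to 0.114 on Day 12. The segment differed by 0.00170, 0.187 and 0.357 on Days 8, 10 and 12 without these genes, each no longer past 0.05. With 1 embryo left out the segment's difference was 0.195 to 0.274, 0.372 to 0.493 and 0.503 to 0.769 on these days. The value of X segment of the Day 12 DEGs female minus male Day 12 did not pass 0.05 without male d12_m_249 (0.648), male d12_m_275 (0.586), male d12_m_286 (0.619) or male d12_m_307 (0.667).

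For the change of the sex difference of the X-linked level, the planned exact permutation of sex labels gave p from 0.0811 to 0.397 from Day 8 to Day 10, and from 0.0493 (a prior count of 0.5, change -0.195) to 0.190 from Day 8 to Day 12. Its relabelings carry the sex difference of each day, so it is a weak test of a change. A permutation of residuals gave p = 0.00189 for the change of -0.152 from Day 8 to Day 10, and for -0.162 with a prior count of 0.5, -0.105 over genes with a mean of at least 10 CPM and -0.136 as the median over genes it gave 0.00240, 0.00145 and 0.170. From Day 8 to Day 12 the changes were -0.178, -0.195, -0.151 and -0.197, with p from 0.00025 to 0.0184. The spread on Day 10 minus that on Day 12 reversed from -19.8 to 15.9 in the first 2 principal components and was -0.893 over the 500 genes with the largest variance.

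Among the named genes, 208 of 221 results kept direction and call with DESeq2 and 13 gained a call. RLE factors left 222 of 223 as they were. With the robust GLM, 18 gained a call, 1 lost it and 6 reversed: the log2 fold change from Day 10 to Day 12 was 0.38 for IL1R1, 0.86 for IL1RAP, -0.047 for IGF2BP2 and -0.027 for FGFR3, that from Day 8 to Day 10 was -0.15 for IGFBP3, and COL4A5 on Day 12 was at -0.18. In the 430 results with 1 embryo left out, 61 lost a call and 5 reversed. These were FAM155B on Day 12, from -0.071 to 0.12 without female d12_f_271, 0.23 without female d12_f_289 and 0.086 without male d12_m_249, and COL4A5 on Day 12, to -0.14 without female d12_f_297 and -0.081 without female d12_f_299. With 1 embryo left out they ran from -0.53 to 0.23 and from -0.14 to 0.54.

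The depth of the data limits the genes near the detection limit. A gene without counts may still be present at up to 0.434 CPM in the smallest library, and ITGB6 and ITGB8 rested on few counts per embryo. With the Day 8 libraries thinned to the smallest, the X-linked level on Day 8 differed by 0.269, against 0.267 at full depth.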

Differences from the paper's values

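Folds against a group at the floor were set as bounds after the values were seen, and no other test in this part was chosen after the result was seen. Each value of the quasi-likelihood test is set against the paper's, and then against the alternatives set before the data were examined. On Day 8 there were 75 DEG between the sexes against the paper's 137, 61 higher in females against the paper's 107 and 14 lower against the paper's 30. The robust GLM (156, 116 and 40) and DESeq2 (20 lower) closed these gaps, and RLE factors, TMM over autosomal genes, both filters on low counts and the fit of all embryos did not. On Day 10, 14 DEG were higher in females against the paper's 23, and of the alternatives the robust GLM (26) closed the gap, while DESeq2 (40) and the others did not.

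On Day 12 there were 15 DEG against the paper's 56, 2 higher in females against the paper's 31 and 13 lower against the paper's 25. None of the alternatives closed these gaps, with 101, 57 and 44 DEG under the robust GLM and 168, 119 and 49 under DESeq2.

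X-linked DEG of Day 8 numbered 58 against the paper's 96 in the Results and the paper's 100 in the Discussion. The robust GLM (101) and DESeq2 (100) closed both gaps, TMM over autosomal genes (64) closed the first alone, and the others closed neither. On Day 12 there were 2 against the paper's 11, which none of the alternatives reached within 1.5 times (17 under the robust GLM). X-linked genes were 13.3% of the DEG of Day 12 against the paper's 20%, and the robust GLM closed the gap at 16.8%. Called on all 3 days were 0 X-linked genes against the paper's 4, and 7 under the robust GLM, which did not close the gap. These 7 hold the 4 that the paper names. DEG of Day 8 and not of Day 10 numbered 46 against the paper's 81 in the text and 77 counted in the paper's Additional file 5, and the robust GLM closed both gaps (80). Those of Day 10 and not of Day 12 numbered 14 against the paper's 8 in the text and 15 counted in the paper's Additional file 5, and the robust GLM, with the same count, did not close the first gap. The paper does not say how its 81 and 8 were counted, so these may be other quantities than the ones set against them. Lower in females on Day 8 was 1 X-linked gene against the paper's 3, and the robust GLM (3) and DESeq2 (2) closed the gap, while the others did not.

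Of 80 log2 fold changes in the paper's Additional files, 14 set a group at 3 counts or fewer per embryo against another, where the fold is a lower bound, and no bound passed 1.5 times the paper's fold. Of the others, 3 differed in sign or by more than 1 SE of the fitted value. From Day 10 to Day 12 these were 0.81 against the paper's 2.13 for ITGB6 and, in sign alone, 0.022 against the paper's -0.027 for FGFR3, and from Day 8 to Day 10 2.49 against the paper's 4.29 for ITGB8. The robust GLM closed all 3 (2.17, -0.027 and 4.17), and DESeq2 and RLE factors closed none.

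Some statements of the paper on single genes have another direction or no call here. The paper gives ITGA10 as more abundant on Day 12 than on Day 10, and its log2 fold change was -1.10, with -1.11 under the robust GLM. It describes GJB5 as expressed above all on Day 12, and its highest mean was on Day 10. The steroid genes CYP11A1, CYP17A1 and CYP19A1, given as DEG of Day 12 in particular, were DEG in both intervals and highest on Day 10. The tight junction genes are given as upregulated, and TJP1 was not called in either interval by any of the 3 tests, while TJP3 was highest on Day 10. The paper places the highest variation between embryos on Day 10, which held in the first 2 principal components and not over all genes.

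For other genes the paper's call was met under an alternative. The robust GLM called TGFB1, ITGB8, ABLIM1 and IL1R1 from Day 8 to Day 10 and ITGB6 and SLCO2A1 from Day 10 to Day 12, and DESeq2 called ABLIM1, IL1R1 and SLCO2A1 of these. DESeq2 alone called VIM from Day 10 to Day 12. Between the sexes, the robust GLM called FAM3A, FAM155B and COL4A5 on Day 8, TAZ on Day 10, and BCAP31, RPL10 and FAM3A on Day 12, and DESeq2 called these apart from COL4A5. The paper's file gives ADH4 on the X chromosome, and the gene table places it on chromosome 8.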

Other observations

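The comparisons of the segment with genes matched on gene density and span, of reads shared with EIF1AY, of sex for LOC110260364 and of the fall in female embryos, the permutation of residuals, the splits without Y-linked genes, and those of the Day 10 spread with thinned libraries and with distances in the first 2 components, were chosen after the result was seen. Other relabelings of the same embryos showed how often as many DEG arise without the real groups, the real one included in each count. For the days, 1 of 50 and 1 of 50 relabelings drawn from all possible ones gave as many DEG. For the sexes, 1 of 100 splits of the Day 8 embryos gave as many DEG, 3 of 100 on Day 10 and 1 of 100 on Day 12. Of the 15 DEG of Day 12, 12 were Y-linked, which splits other than that by sex do not part, so this count decides nothing there. Without Y-linked genes, 1 of 100, 4 of 100 and 1 of 100 splits gave as many DEG, on Day 12 with 3 DEG against at most 2 in another split. The 1 autosomal DEG of Day 12 was lower in females, as LOC110260815 would be, which was counted in male embryos alone. Other splits do not part such a gene. If it is that gene, this count decides nothing on Day 12 either. The X-linked DEG gave 1 of 100, 3 of 100 and 1 of 100. On Day 10 another split reached 2011 DEG, so Day 10 embryos differ along something other than sex. In the fit of all 30 embryos 4 of 100 splits of Day 12 gave as many DEG. With the robust GLM, 1 of 28, 8 of 28 and 9 of 28 splits gave as many DEG on Days 8, 10 and 12, and 1 of 28, 1 of 28 and 3 of 28 as many X-linked DEG. Without Y-linked genes these were 1 of 28, 9 of 28 and 9 of 28 for all DEG. On Days 10 and 12 the robust GLM's counts of all DEG, and on Day 12 that of X-linked DEG, are thus reached by other splits at shares above 0.05.

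The X-linked level of female embryos fell from Day 8 to Day 10 by 0.143 on the log2 scale in the table of all embryos (two-sided exact permutation test of 5 against 5, p = 0.00794). The largest fall of an autosome was -0.0925, and 0 of 18 autosomes changed as much. A lower dose of X-linked transcripts in females after Day 8 may account for this, as a hypothesis found on the same embryos, and the change of the sex difference itself had p = 0.00189 in a permutation of residuals, with p = 0.170 for the median over genes. From Day 8 to Day 12 the female level changed by -0.111 (exact p = 0.0794), and 6 autosomes changed as much. A rise of the male level from Day 8 to Day 10 was also tested, after levels from the tables of single days had seemed to rise, and it was not found. Over the same genes the male level changed by 0.00874 (exact p = 0.611), and 17 of 18 autosomes changed as much. The tables of single days hold different genes.

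Genes of the segment of the X chromosome were higher in females relative to the other X-linked genes by 0.233, 0.427 and 0.642 on Days 8, 10 and 12 (two-sided exact permutation tests, p = 0.0159, 0.0238 and 0.0238), and the test was planned from the paper's list for the same embryos. On Day 12 the difference was 0.626 with thinned libraries, which argues against uneven counting depth. Thinning cannot remove a bias of the libraries that goes with depth. Against autosomal genes matched on gene density and span it was 0.347, with the listed genes included. These were chosen for the difference, so that value decides nothing. The genes not listed differed by 0.139 (exact p = 0.135), less than on the other days, and the trend with gene density may account for their difference on Day 12. For the listed genes on Day 12, the trend and a higher dose in females cannot be told apart.

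Autosomal genes in gene-dense regions were higher relative to those in sparse regions in female than in male embryos of Day 12, by 0.507 on the log2 scale, and by 0.508 over genes with a mean of at least 10 CPM (exact p = 0.0238), which argues against noise of shallow libraries. Over the 10 Day 12 embryos the score had a Pearson r of -0.713 with total count (permutation p = 0.0186, Benjamini-Hochberg adjusted over 3 relations 0.0558) and a Spearman rho of -0.636 (permutation p = 0.0566). Without the 2 embryos farthest from the median r was -0.439, so the relation rests on them. With the position along the change from Day 8 to Day 10 the score had r = 0.588 (permutation p = 0.106, adjusted 0.160), rho = 0.467 (permutation p = 0.180) and r = 0.547 without 2 embryos. Depth, developmental position and sex may each take part and cannot be told apart with 10 embryos, and batches of the libraries are not given.

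In the first 2 principal components the spread was largest on Day 10. Without the 100 genes with the most counts it was 27.8, which argues against a few abundant genes. With every library thinned to the smallest it was 25.3 ± 8.28 on Day 10 (mean ± SD over 10 embryos). On Days 8 and 12 it was 7.21 ± 2.86 and 11.3 ± 4.84, which argues against uneven counting depth as the whole cause. The total count and the mean distance of the Day 10 embryos in these components had a Pearson r of 0.468 (permutation p = 0.161), a Spearman rho of 0.358 (permutation p = 0.304) and r = 0.181 without the 2 farthest from the median count, a relation too uncertain in 10 embryos to add to this. Embryos at different points of development may add to it. Of the Day 10 spread over all genes, 8.34% lay along the direction from Day 8 to Day 12, against 1.65% on Day 8 and 1.12% on Day 12. Along the direction from Day 8 to Day 10 the shares were 11.7% on Day 10, 2.14% on Day 8 and 0.304% on Day 12. The larger part of the spread over all genes lay elsewhere. How much of the spread in the first 2 components lay along these directions was not computed. Litters were not given and stay open.

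LOC110260815, a pseudogene on chromosome 5, had 54 to 159 counts in the 15 male embryos and 0 in the 15 females. Reads shared with the Y-linked gene EIF1AY could give this, at 6.74% to 12.7% of its counts. Over the males the 2 genes had a Pearson r of 0.312 (permutation p = 0.250), a Spearman rho of 0.371 (permutation p = 0.164) and r = -0.00420 without the 2 farthest embryos, so shared reads and a copy of the gene on the Y chromosome cannot be told apart.

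Counts of LOC110260364, a transcribed pseudogene on chromosome 4, were all or none: 8 of 15 females and 9 of 15 males had 51 to 390 counts and the others at most 2. The totals argue against sex as the cause (two-sided Fisher's exact test, p = 1), but on Day 8 it was 1 of 5 females against 5 of 5 males (p = 0.0476), on Day 10 4 against 2 and on Day 12 3 against 2. Depth is argued against too, since the lowest level of the embryos with counts would give 13.2 counts in the smallest library. A variant in some animals, which the samples cannot test because the gilt of each embryo is not given, may be behind it. KRT12 and SLIT3 had a similar pattern, and were named after their values were seen.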
